# MiR-146a-5p deficiency in extracellular vesicles of glioma-associated macrophages promotes epithelial-mesenchymal transition through the NF-κB signaling pathway

**DOI:** 10.1038/s41420-023-01492-0

**Published:** 2023-06-30

**Authors:** Chao Xu, Pan Wang, Haiyan Guo, Chuan Shao, Bin Liao, Sheng Gong, Yanghao Zhou, Bingjie Yang, Haotian Jiang, Gang Zhang, Nan Wu

**Keywords:** Cancer microenvironment, CNS cancer, Immune cell death, Cell invasion

## Abstract

Glioma-associated macrophages (GAMs) are pivotal chains in the tumor immune microenvironment (TIME). GAMs mostly display M2-like phenotypes with anti-inflammatory features related to the malignancy and progression of cancers. Extracellular vesicles derived from immunosuppressive GAMs (M2-EVs), the essential components of the TIME, greatly impact the malignant behavior of GBM cells. M1- or M2-EVs were isolated in vitro, and human GBM cell invasion and migration were reinforced under M2-EV treatment. Signatures of the epithelial-mesenchymal transition (EMT) were also enhanced by M2-EVs. Compared with M1-EVs, miR-146a-5p, considered the key factor in TIME regulation, was deficient in M2-EVs according to miRNA-sequencing. When the miR-146a-5p mimic was added, EMT signatures and the invasive and migratory abilities of GBM cells were correspondingly weakened. Public databases predicted the miRNA binding targets and interleukin 1 receptor-associated kinase 1 (IRAK1) and tumor necrosis factor receptor-associated factor 6 (TRAF6) were screened as miR-146a-5p binding genes. Bimolecular fluorescent complementation and coimmunoprecipitation confirmed interactions between TRAF6 and IRAK1. The correlation between TRAF6 and IRAK1 was evaluated with immunofluorescence (IF)-stained clinical glioma samples. The TRAF6-IRAK1 complex is the switch and the brake that modulates IKK complex phosphorylation and NF-κB pathway activation, as well as the EMT behaviors of GBM cells. Furthermore, a homograft nude mouse model was explored and mice transplanted with TRAF6/IRAK1-overexpressing glioma cells had shorter survival times while mice transplanted with glioma cells with miR-146a-5p overexpression or TRAF6/IRAK1 knockdown lived longer. This work indicated that in the TIME of GBM, the deficiency of miR-146a-5p in M2-EVs enhances tumor EMT through disinhibition of the TRAF6-IRAK1 complex and IKK-dependent NF-κB signaling pathway providing a novel therapeutic strategy targeting the TIME of GBM.

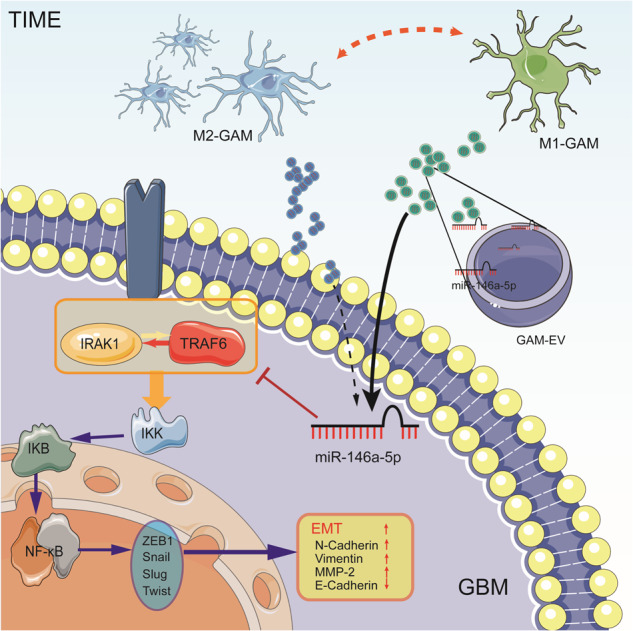

## Introduction

Glioblastoma (GBM) is a fatal cranial malignant tumor that accounts for almost 57% of all gliomas and exhibits a highly unfavorable outcome [1]. Currently, the recommended GBM therapeutic strategy is surgical resection followed by chemo- and radiotherapy [2]. Despite remarkable progress in targeting GBM, the overall prognosis remains poor [3]. Due to its multiple therapeutic resistance, uncontrollable growth, and unpredictable relapse events [4, 5]. The tumor immune microenvironment (TIME) comprises various immune cells and numerous soluble inflammatory mediators. It exhibits unique metabolic and immunological features that influence the malignant behaviors and development of GBM [6, 7]. Tumor progression is primarily determined by local immune responses linked with cancer cells [8]. However, it has not been easy to uncover the cellular interplay within the glioma TIME due to its complex and multidimensional communication. With the revelation of the connection between tumor-associated macrophages (TAMs) and tumor cells, TAMs have been recognized as one of the most critical components affecting tumor treatment. Nevertheless, due to the high temporospatial heterogeneity and hereditary plasticity, TAM-related immunotherapies have not achieved encouraging efficacy.

Glioma-associated macrophages/microglia (GAMs) account for over half of the GBM tumor bulk’s live cells [9]. Via a complex multidimensional regulatory network, GAMs can be polarized toward proinflammatory (M1-like) and anti-inflammatory (M2-like) phenotypes and thus exhibit antitumor or protumor effects, respectively. The M1 and M2 phenotypes are the extreme immune states of activated macrophages representing the common immunological features of infiltrating macrophages [10]. Compared with proinflammatory macrophages, GAMs show both immunostimulatory and suppressive features simultaneously, and promote gliomagenesis, continued tumor growth, and increased malignancy [11–13]. Extracellular vesicles (EVs) derived from GAMs are important components of the TIME and contain various cargos, including peptides, lipids, mRNAs, and microRNAs (miRNAs), which are crucial vehicles for communication between tumor cells and GAMs [14, 15]. Among these biologically active cargos, miRNAs are small but mighty [16] and greatly impact the progression and recurrence of GBM [17, 18].

In this work, based on open online databases, we confirmed that in GBM, immunosuppressive genes related to GAM were notably elevated and that the mRNA profile of GAMs more closely resembled that of the M2 phenotype. We focused on the differences in tumor cell behaviors caused by GAMs with different immunological characteristics and noticed that EVs derived from M2-like GAMs (M2-EVs) induced tumor cell invasion and migration. Comparisons of miRNAs in EVs showed that miR-146a-5p, which damages NF-κB activities and EMT behavior by binding to interleukin 1 receptor-associated kinase 1 (IRAK1) and tumor necrosis factor receptor-associated factor (TRAF6), was deficient in M2-EVs, suggesting that miR-146a-5p could be an encouraging GBM treatment candidate.

## Results

### Immunosuppressive GAM-associated genes are upregulated in GBM

To explore the immune status of the infiltrated macrophages in GBM, we evaluated the differential expression of seven immunostimulatory GAM-related genes (TLR-4, IFNG, IL1B, TNF, NF2, CD80, and CD86) and seven immunosuppressive GAM-related genes (IDO, IL10, TGFB1, CCL2, CCL5, CD163, and MSR1) in patients with LGG and GBM and the relationships of these genes with survival in TCGA database (Fig. 1A, B). All immunosuppressive genes and five immunostimulatory genes were elevated in GBM patients compared with LGG patients. NF2 and TLR4 were downregulated in GBM. Overall survival (OS) and disease-free survival (DFS) were not influenced by the expression of immunostimulatory genes in these two groups (Fig. 1C). However, when the seven immunosuppressive genes were highly expressed, the OS and DFS times were significantly decreased. (Fig. 1D). To verify the findings in clinical cases, CD163 and MSR1 expression was evaluated by immunohistochemical (IHC) in 12 human glioma specimens. The numbers of CD163- and MSR1-positive cells were higher in the GBM slices than in grade II and grade III glioma specimens (Fig. 1E). These findings indicated that infiltrating GAMs exhibit more immunosuppressive features in high-grade gliomas and that high expression of immunosuppressive genes is tightly related to GBM progression and unfavorable outcomes.

**Fig. 1:**
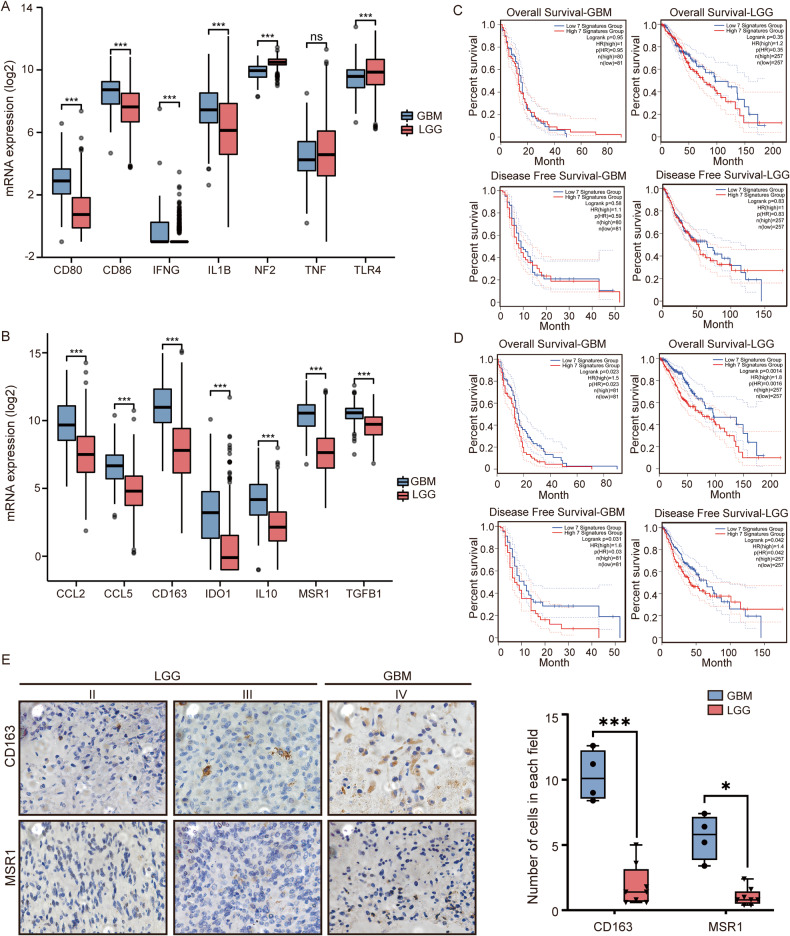
Immunosuppressive glioma-associated macrophage (GAMs)-related genes were upregulated in glioblastoma multiforme (GBM) compared with low-grade glioma (LGG). **A** The mRNA expression of the immunostimulatory genes CD80, CD86, IFNG, IL1B, NF2, TNF, and TLR4 in LGG and GBM in The Cancer Genome Atlas (TCGA) database was analyzed. **B** The mRNA expression of the immunosuppressive genes CCL2, CCL5, CD163, IDO1, IL10, MSR1, and TGFB in LGG and GBM in TCGA was analyzed. **C** The overall survival (OS) and disease-free survival (DFS) of GBM and LGG patients in TCGA with differential expression of CD80, CD86, IFNG, IL1B, NF2, TNF, and TLR4 was analyzed with GEPIA 2.0. **D** The OS and DFS of patients with GBM and LGG in TCGA with differential expression of CCL2, CCL5, CD163, IDO1, IL10, MSR1, and TGFB was analyzed with GEPIA 2.0. **E** The levels of TLR4, CD86, CD163, and MSR1 in GBM (*n* = *4*) and LGG (grade II and III gliomas, *n* = *8*) clinical samples were determined by immunohistochemical (IHC) staining and quantitative analysis. Scale bar = 50 μm. *p < 0.05, **p < 0.01, ***p < 0.001.

### Coculture with M2-EVs enhanced U87MG and A172 cell invasion and migration

EVs are the most critical vesicles for communication between GAMs and GBM cells and are indispensable components of the TIME. We found that immunosuppressive genes were upregulated in GBM, and M2-like GAMs were established to simulate the immunosuppressive characteristics of GAMs, while M1-like GAMs were established as a control. To verify that EVs derived from immunosuppressed GAMs are the main contributor to GBM malignant behaviors, THP-1 cells simulated immunostimulatory (M1-like) and immunosuppressive (M2-like) GAM models in vitro under GM-CSF or IL-4/IL-13 stimulation. Real-time polymerase chain reaction (RT‒PCR) was conducted to evaluate the mRNA levels of TNF-α, TLR-4, CCL-2, and TGF-β to validate the immunological features of M1- and M2-like GAMs. TNF-α and TLR-4 were upregulated in M1-like GAMs and downregulated in M2-like GAMs. In contrast, CCL-2 and TGF-β were downregulated in M1-like GAMs and upregulated in M2-like GAMs (Fig. 2A), suggesting that M1-like GAMs were in an immunostimulatory state and M2-like GAMs were in an immunosuppressive state. EVs derived from M1- or M2-like GAMs (M1- or M2-EVs, respectively) were isolated and found to have a 30–150 nm-diameter bilayer membrane biconvex disc-shaped structure by TEM (Fig. 2B) and nanoparticle tracking analysis (NTA; Fig. 2C). The specific markers CD63, CD9, and CD81 were detected in EVs and conditioned medium by western blotting (Fig. 2D), which ensured the purity of the EVs. After labeling with Dil, M1-EVs and M2-EVs were cocultured with U87MG cells whose cytoskeleton was stained with phalloidin, and red fluorescence was observed in the cytoplasm (Fig. 2E). Collectively, these findings demonstrated that M1-EVs and M2-EVs were successfully extracted from the medium supernatant and were able to be internalized into GBM cells.

**Fig. 2:**
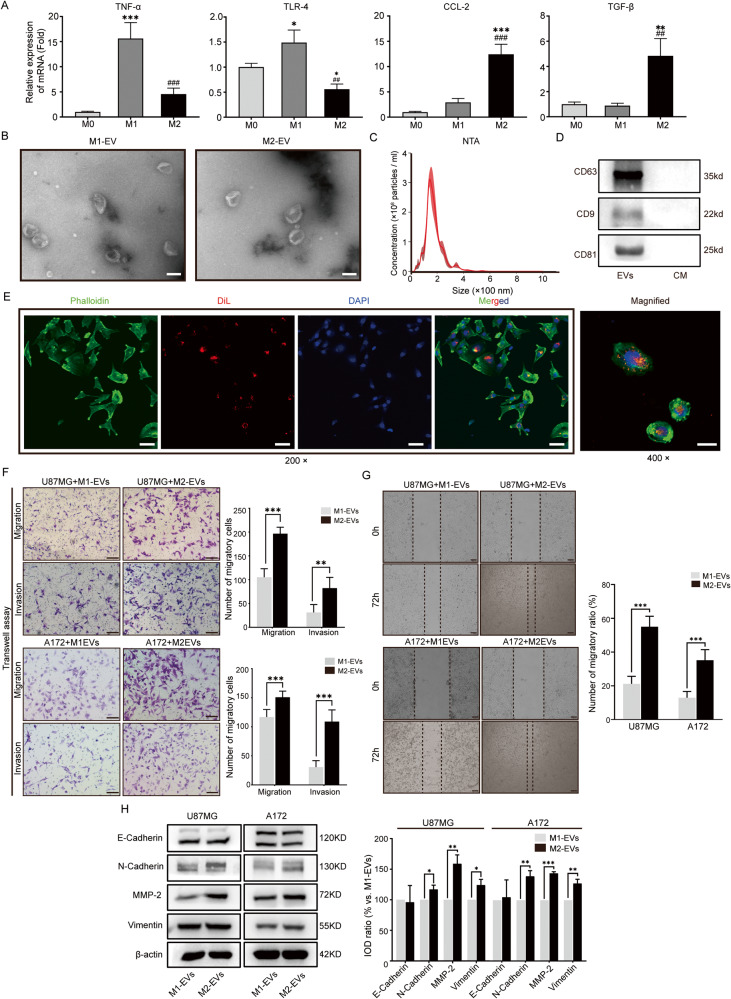
Immunostimulatory (M1-like) and immunosuppressive (M2-like) GAMs were established with THP-1 cells in vitro, and the extracellular vesicles (EVs) derived from these cells were isolated. **A** RT‒PCR was performed to measure the expression of immunostimulatory (TNF-α and TLR-4) and immunosuppressive (CCL-2 and TGF-β) markers in M2-GAMs generated by stimulation with GM-CSF and IL-4/IL-13, respectively, in vitro. M0 represents inactivated macrophages (M0). *n* = 3. **B** EVs extracted from M1-like and M2-like GAMs were observed by transmission electron microscopy. Both M1-EVs and M2-EVs exhibited bilayer membrane biconvex disc-shaped structures. Scale bar = 200 nm. **C** NTA showed that the diameters of EVs extracted from M1-like and M2-like GAMs were between 30 and 150 nm. *n* = 3. **D** Western blotting assays were conducted to determine the signature markers of EVs. CD63, CD9, and CD81 were significantly expressed in isolated EVs compared with conditioned medium (CM). **E** U87MG cells stained with phalloidin (green) and Hoechst (blue) were incubated with Dil-labeled M1-EVs and M2-EVs (red) for 12 h (left panel, scale bar = 50 μm). EVs were internalized into U87MG cells. The right panel shows the magnified image (scale bar = 50 μm). Compared with M1-EVs, M2-EVs enhanced U87MG and A172 cell invasion and migration. **F** Transwell assays and quantitative analysis were used to evaluate the invasive and migratory abilities of U87MG cells and A172 cells cocultured with M1-EVs or M2-EVs for 24 h. Scale bar = 200 μm. **G** To evaluate the migratory ability of U87MG cells and A172 cells cocultured with M1-EVs or M2-EVs over a 72 h-period, a wound healing assay and quantitative analysis were performed. Scale bar = 200 μm. **H** Western blotting was used to analyze the protein levels of E-cadherin, N-cadherin, vimentin, and MMP-2 in U87MG and A172 cells cocultured with M1-EVs and M2-EVs for 72 h. *n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001; ##*p* < 0.01 and ###*p* < 0.001.

Subsequently, the EMT behaviors of GBM cells were assessed under coculture with M1- and M2-EVs. Transwell (Fig. 2F) and wound healing assays (Fig. 2G) were conducted, and both U87MG and A172 cells cocultured with M2-EVs were more invasive than those cocultured with M1-EVs and displayed rapid wound closure within 72 h. Markers of EMT, including N-cadherin, MMP-2, and vimentin, were evaluated by Western blotting (Fig. 2H). N-cadherin, MMP-2, and vimentin were expressed at high levels in M2-EV-treated U87MG and A172 cells compared with cells treated with M1-EVs. In combination, our work suggested that compared with M1-EVs, M2-EVs increased GBM cell migratory and invasive abilities promoting EMT in these cells in vitro.

### MiR-146a-5p is deficient in M2-EVs

In EV-dependent biological regulation, miRNAs are the prominent cargo and exert substantial impacts [19]. To determine the specific compositions and underlying mechanisms that lead to the functional differences between the effects of M1-EVs and M2-EVs on GBM cells, MiRNA sequencing (miRNA-Seq) was performed. 

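MiRNA sequencing covered 3 replicate EV samples from M1-like GAMs and 3 from M2-like GAMs. Both GAM types were derived from THP-1, a human monocyte cell line that differentiates into macrophage-like cells under phorbol myristate acetate (PMA). The cells received PMA for 48 h, and the sample labels give its dose as 100 ng/ml. M1-like GAMs were then cultured with GM-CSF at 50 ng/ml for 3 days, and M2-like GAMs were stimulated with IL-4 and IL-13, for which the paper's text names no dose or time. EVs were isolated by ultracentrifugation from FBS-free conditioned medium, and small RNA libraries of their RNA were sequenced with BGI's DNA nanoball technology. For each library, the authors deposited the number of reads counted on each mature miRNA and an expression value scaled to a library total (RPM). The tables list 817 miRNAs, of which 687 are known and 130 were predicted by the authors.

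The counts on miRNAs summed to 1129348, 1107761 and 1081676 in M1-EVs replicates 1 to 3 and to 587535, 520399 and 547392 in M2-EVs replicates 1 to 3. Dividing each count by its RPM value gave 1 total per library, between 17328446 and 17786807 reads for M1-EVs and between 13071251 and 15030848 for M2-EVs. The authors' RPM values therefore refer to totals that also hold reads outside the listed miRNAs. The paper's text names no aligner, genome build or miRNA annotation for the counting and does not say whether it used the strand. Here the counts were normalized to the summed miRNA counts with edgeR's TMM factors and scaled to the same sum in each library (CPM). The 309 miRNAs that passed edgeR's filter on low counts were compared between M2-EVs and M1-EVs with its quasi-likelihood test and Benjamini-Hochberg adjustment. A miRNA was taken as past the threshold at an adjusted p below 0.05 and an absolute log2 fold change of at least 1, the limits drawn in Fig. 3B. A miRNA with 0 reads in a library could have had up to 3 counts there, which corresponds to between 2.59 and 3.03 CPM in M1-EVs and between 4.99 and 6.08 CPM in M2-EVs. These limits cover counting error only. No 2 replicates of a group differed by as little as counting error alone would give, since the chi-square of their counts per degree of freedom lay between 42.4 and 123, so all 6 libraries were kept as separate replicates.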

The differential expression of miRNAs derived from M1- and M2-EVs was analyzed with DEGseq. 

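Of the 309 miRNAs tested with edgeR's quasi-likelihood test, 27 were past the threshold, 17 of them higher and 10 lower in M2-EVs than in M1-EVs. The 3 values of one group lay entirely above the 3 of the other for 109 miRNAs, or 35.3%, where 10% is the share that chance gives. Rank correlations of CPM were between 0.813 and 0.914 for replicates of the same group and between 0.759 and 0.839 across the groups. Among miRNAs past the threshold with a mean of at least 10 CPM and no overlap between the groups, the largest rises were those of miR-411-5p, with a log2 fold change of 3.36 (standard error 0.623, adjusted p = 0.0139), and miR-122-5p, with 2.88 (standard error 0.524, adjusted p = 0.0139), a miRNA also abundant in serum. MiR-411-5p rested on few reads, 7, 12 and 14 in M1-EVs and 72, 38 and 72 in M2-EVs. The rises of let-7d-3p, miR-127-3p and miR-149-5p were 2.61, 2.60 and 2.53 on the log2 scale. For miR-127-3p, M2-EVs replicate 3 held 203 reads and replicates 1 and 2 held 46 and 43, and without replicate 3 its log2 fold change was 1.56. With any 1 of the 6 libraries left out it was no longer past the threshold (adjusted p between 0.0538 and 0.209 in edgeR). MiR-193a-3p had 28, 58 and 17 reads in M1-EVs and none in M2-EVs, so it was at least 5.10-fold lower in M2-EVs. MiR-454-3p followed with a log2 fold change of -2.56 (standard error 0.499, adjusted p = 0.0150), and miR-664a-3p and miR-26b-5p with -1.82 and -1.51, the last a near-identical paralog of miR-26a-5p. In the 6 fits that each left out one library, the log2 fold change of miR-454-3p lay between -3.33 and -2.36. It passed the threshold in 2 of these fits, miR-664a-3p in 1 and miR-26b-5p in 3. MiR-193a-3p was tested in 4 of them and passed in 1. Among the rises, miR-411-5p passed in 2, and miR-122-5p and let-7d-3p in 4 each.

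The calls depended on the libraries and on the test. When each library was left out in turn, between 2 and 31 miRNAs were past the threshold, and miR-146a-5p and miR-149-5p were the 2 that passed it in all 6 fits. These fits have fewer libraries and less power, so a lost call does not by itself show that the difference rested on the library left out. DEGseq, the method named by the paper, offers a model of pooled counts without a spread between replicates (MARS). That model, computed on the same counts, called 312 miRNAs with the sums of miRNA counts as totals and 369 with the totals behind the authors' RPM values. Scaling to those totals in edgeR gave 63 calls, 6 higher and 57 lower. It moved the median log2 fold change of all miRNAs tested from -0.07 to -0.70, as the histogram of fold changes under both scalings shows.

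**Figure D1:**
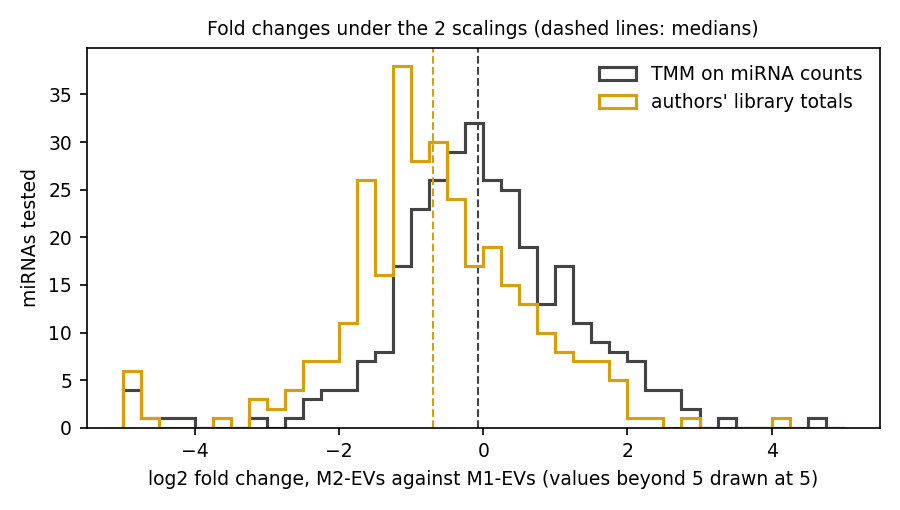
Histograms of the log2 fold change between M2-EVs and M1-EVs (horizontal axis) for the 309 miRNAs tested, with the number of miRNAs on the vertical axis. The dark line shows TMM normalization on the miRNA counts and the yellow line scaling to the library totals behind the authors' RPM values. Dashed lines mark the medians of -0.07 and -0.70.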

There were 237 miRNAs with the most marked differences (Fig. 3A and Supplementary Table S1), and miR-146a-5p was selected (Fig. 3B) as a candidate. 

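All of the paper's 237 miRNAs in Supplementary Table S1, 87 listed as higher and 150 as lower in M2-EVs, are in the deposited tables. Of these, 128 had enough reads to be tested, and the fold change of each of the 128 had the same sign as in the table. The groups did not overlap for 77 of them. Past the threshold were 21, all in the listed direction. Adjusted over the list alone, 33 were past it. The list was chosen by the paper on these libraries, so neither this number nor the shared direction is independent evidence. The smallest absolute log2 value in the list is 1.01. The 25 miRNAs compared with the paper shifted by between 0.59 and 0.68, too little to turn a value of that size. Among all 237, 38 had no reads in any M2-EV library, 32 had none in any M1-EV library, 115 had a median count under 10, and 25 are predicted miRNAs.

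MiR-146a-5p (UGAGAACUGAAUUCCAUGGGUU) had the highest M1-EV level of the miRNAs in Supplementary Table S1, though let-7f-5p and let-7a-5p were higher among all miRNAs counted. Its sequence matches GRCh38 chromosome 5 from 160485372 to 160485393 on the plus strand, in the 5′ arm of MIR146A (160485352 to 160485450, GENCODE release 29). The gene lies inside annotated exons of the long noncoding RNA MIR3142HG, on the same strand from 160438594 to 160487426. The counts of miR-146a-5p were 80612, 80876 and 81289 in M1-EVs and 11077, 9516 and 8912 in M2-EVs. After TMM normalization its level was 74554 ± 6615 CPM (SD, n = 3) in M1-EVs and 17663 ± 2471 CPM (SD, n = 3) in M2-EVs. The log2 fold change was -2.08 (standard error 0.185, adjusted p = 0.000538 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every M1-EV library was above every M2-EV library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -2.24 and -1.99, with adjusted p between 4.05e-05 and 0.0304 in edgeR. The MARS model with the library totals behind the authors' RPM values moved it most, to -2.72. From the differences listed in Supplementary Table S1 and plotted in Fig. 3B, the paper selected miR-146a-5p as a candidate.

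**Figure D2:**
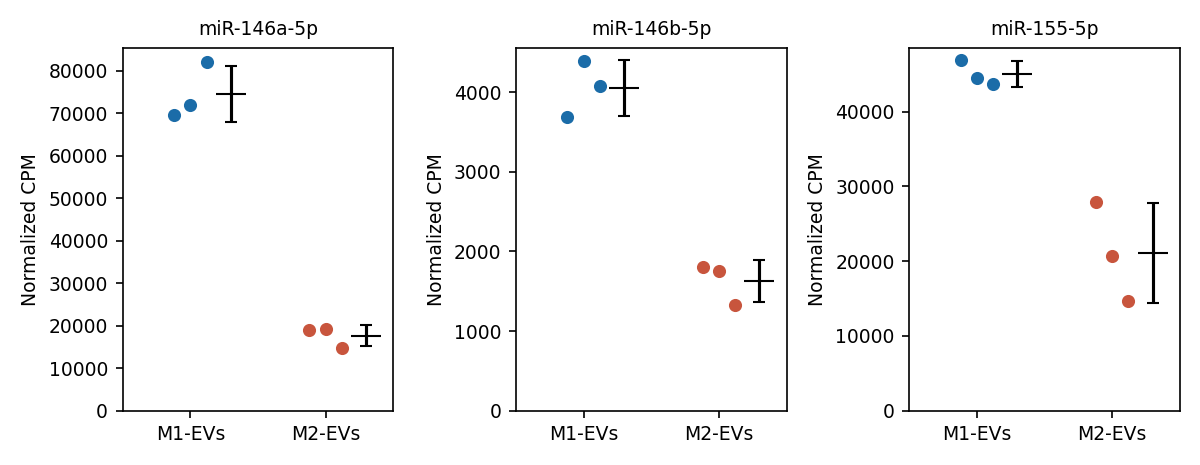
Normalized CPM of miR-146a-5p, miR-146b-5p and miR-155-5p in the 3 M1-EV and 3 M2-EV libraries, with a separate vertical scale from 0 for each. Each point is 1 library, and the line and bar beside the points are the mean and SD. The M1-EV points lie above all M2-EV points in each panel.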

MiR-146a-5p levels among M0, M1-, and M2-like GAMs were estimated with RT-PCR and were higher in M1-like GAMs than in M2-like GAMs (Fig. 3C), confirming that miR-146a-5p was lower in M2-like GAMs.

**Fig. 3:**
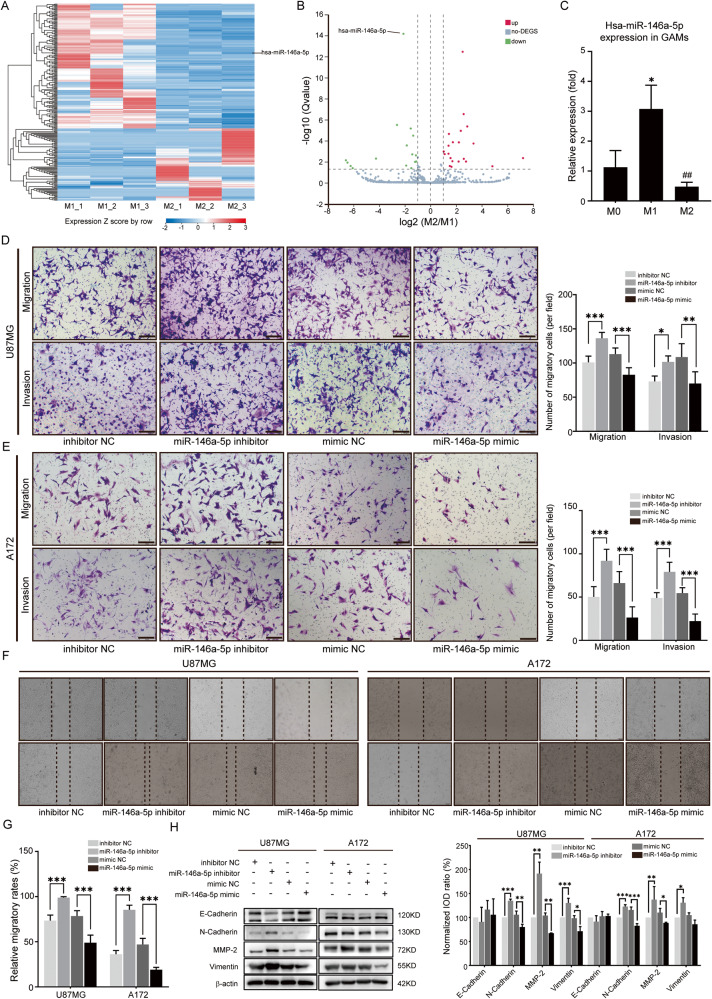
Compared to M1-EVs, miR-146a-5p was deficient in M2-EVs and enhanced U87MG and A172 cell invasion and migration behaviors. **A** The heatmap showed the differential expression of miRNAs between M1- and M2-EVs according to miRNA-sequencing. **B** The volcano graph plot showed the relationship between the fold change and the significance of differentially expressed miRNAs of M2-EVs compared to M1-EVs. **C** The miR-146a-5p level of M0, M1-like GAMs, and M2-like GAMs was evaluated by RT‒PCR. MiR-146a-5p was significantly increased in M1-like GAMs compared with M0 and M2-like GAMs. **D**, **E** Transwell assays and quantitative analysis were performed to evaluate the migratory and invasive abilities of U87MG cells and A172 cells transfected with the miR-146a-5p mimic, miR-146a-5p inhibitor or the corresponding negative control sequence (NC) for 24 h. **F**, **G** Wound healing assays and quantitative analysis were used to evaluate the migration ability of U87MG cells and A172 cells transfected with the miR-146a-5p mimic, miR-146a-5p inhibitor, mimic NC, or inhibitor NC for 24 h. **H** Western blotting analysis of the expression of E-cadherin, N-cadherin, MMP-2, and vimentin in U87MG and A172 cells transfected with the miR-146a-5p mimic, miR-146a-5p inhibitor, mimic NC, or inhibitor NC. *p < 0.05, **p < 0.01, ***p < 0.001.

### Exosomal miR-146a-5p promoted EMT in GBM cells

To verify whether malignant EMT behaviors are influenced by miR-146a-5p derived from GAM-EVs, migratory and invasive behaviors and the expression of EMT markers were evaluated in GBM cells. The miR-146a-5p mimic and inhibitor and their negative control (NC) were transfected into U87MG and A172 cells. The miR-146a-5p mimic reduced their migration and invasion in Transwell assays of U87MG and A172 cells, and decreased the wound healing ability, and cells with miR-146a-5p inhibitors were more capable of migrating and invasive (Fig. 3D–G). Furthermore, the levels of N-cadherin, MMP-2, and vimentin were significantly elevated when the miR-146a-5p inhibitor was applied to the cells. When these cells were treated with the miR-146a-5p mimic, the levels of N-cadherin and MMP-2 were markedly decreased (Fig. 3H).

### MiR-146a-5p binds to IRAK1 and TRAF6

To clarify the potential downstream mechanisms of miR-146a-5p, six public online databases were used to predict its binding genes. Nine genes were then considered potential candidates. The relationships of these nine genes and their encoded proteins were analyzed with STRING, and it was found that TRAF6 and IRAK1 had stronger connections (Fig. 4A). According to the numbers of binding sites for miR-146a-5p predicted with TargetScan, TRAF6 has three conserved sites, and IRAK1 has two conserved sites. Therefore, IRAK1 and TRAF6 were selected as promising targets. Then, dual-luciferase reporter assays were executed to test whether miR-146a-5p was directly bound to these genes. TRAF6 and IRAK1 WT and MT 3′UTR-driven pmirGLO luciferase vectors were constructed (Fig. 4B), and the miR-146a-5p mimic was cotransfected into U87MG cells along with these vectors. The miR-146a-5p mimic inhibited the relative luciferase activity of these WT 3′UTRs compared to the control. In contrast, the luciferase activity of these MT 3′UTRs was not influenced by the miR-146a-5p mimic (Fig. 4C). Furthermore, M1-EVs were added to U87MG cells transfected with TRAF6 and IRAK1 WT and MT 3′UTR-driven pmirGLO luciferase vectors alone. The results showed that M1-EVs inhibited the luciferase activities of WT 3′UTR-driven luciferase (Fig. 4D). To detect the impact of M1-EVs and M2-EVs on the expression of TRAF6 and IRAK1, these EVs were added to U87MG and A172 cells. The expression level was detected by western blotting and showed that M2-EVs upregulated TRAF6 and IRAK1 compared with M1-EVs (Fig. 4E). Then, the miR-146a-5p mimic or inhibitor was transfected into U87MG and A172 cells and the mimic reduced the levels of TRAF6 and IRAK1, while the inhibitor increased their levels (Fig. 4F).

**Fig. 4:**
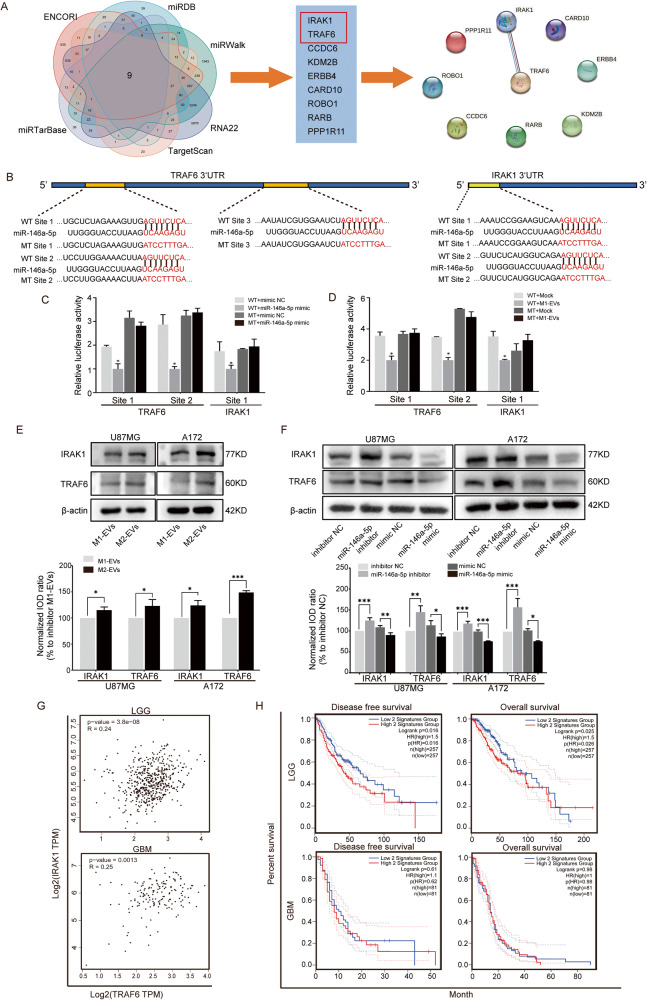
TRAF6 and IRAK1 are the miR-146a-5p target genes in GBM. **A** Venn diagram (left panel) showed the intersection of predicted binding genes of miR-146a-5p obtained from 6 online public databases. Nine genes (middle panel) were predicted in all six databases. Association analysis of the proteins encoded by these 9 genes performed with STRING (right panel) showed a strong connection between TRAF6 and IRAK1. **B** Schematic representation of the TRAF6 3′UTR and IRAK1 3′UTR. MT sequences were generated at the 3′UTR binding sites of miR-146a-5p according to the prediction. **C** Relative luciferase activity was determined in U87MG cells that were cotransfected with the miR-146a-5p mimic or mimic NC and the WT-3′UTR or MT-3′UTR of TRAF6 or IRAK1. **D** Relative luciferase activity was determined in U87MG cells transfected with the WT-3′UTR or MT-3′UTR of TRAF6 or IRAK1 for 24 h and then cultured with M1-EVs or mock. **E** Western blotting measured the expression levels of TRAF6 and IRAK1 in U87MG and A172 cells cocultured with M1-EVs or M2-EVs**. F** Expression of TRAF6 and IRAK1 in U87MG and A172 cells transfected with the miR-146a-5p mimic, miR-146a-5p inhibitor, mimic NC, or inhibitor NC. **G** The correlation of TRAF6 and IRAK1 mRNA expression in patients with LGG and GBM in TCGA was estimated, and the mRNA expression level of TRAF6 was positively correlated with that of IRAK1 in GBM and LGG. **H** The DFS and OS of glioma patients with different TRAF6/IRAK1 expressions were analyzed in TCGA database. Both DFS and OS of LGG patients with higher TRAF6/IRAK1 expression levels were shorter than those with lower expression levels. Both DFS and OS of GBM patients did not obtain significant benefit.

Furthermore, to clarify the expression of these two genes in glioma, we retrieved the data in TCGA and found that compared with LGG, the expression of IRAK1 and TRAF6 was upregulated in GBM (Supplementary Fig. S1). Both LGG and GBM express TRAF6 positively correlated with IRAK1 (Fig. 4G and Supplementary Fig. S2A) at the transcriptional level. We used TRAF6 and IRAK1 as a gene set and evaluated its effect on the survival time of glioma patients in TCGA. The LGG patients received longer survival times when they expressed lower levels of TRAF6 and IRAK1 but GBM patients did not obtain a remarkable benefit (Fig. 4H and Supplementary Fig. S2B), which might be caused by a large number of infiltrating M2-like GAMs rather than M1-like GAMs. These results confirmed that TRAF6 and IRAK1 are the targets of miR-146a-5p. Low IRAK1 levels increased the OS of LGG and overall glioma patients (Supplementary Fig. S2C) indicating that IRAK1 might be the direct effector modulating the progression of glioma.

Since the miRNA data of GBM patients were not available in TCGA database, we analyzed the correlation of miR-146a-5p vs. TRAF6 and vs. IRAK1 in the Chinese Glioma Genome Atlas (CGGA) database. However, the expression of miR-146a-5p was not negatively correlated with TRAF6 and IRAK1 in either LGG or GBM patients (Supplementary Fig. S3A), which seemed inconsistent with the changes we found in vitro. In addition, the OS of patients with different miR-146a-5p levels did not show a significant difference despite the longer survival time tendency presented in the high miR-146a-5p group (Supplementary Fig. S3B). We deduced that the intratumoral heterogeneity of glioma might lead to such inconsistencies of bulk RNA sequencing.

### TRAF6-IRAK1 complex was the regulatory target of miR-146a-5p

It has been reported that complicated posttranslational modifications (PTM) exist between TRAF6 and IRAK1. The correlation between these two genes at the protein level was evaluated. Cell lines with TRAF6 and IRAK1 being knockdown by shRNA were established, and cell lines with overexpression of these two genes and miR-146a-5p were also established at the same time. Overexpression of miR-146a-5p decreased the protein levels of TRAF6 and IRAK1 (Fig. 5A). Obviously, when TRAF6 was overexpressed, IRAK1 was significantly degraded and when IRAK1 was overexpressed, TRAF6 was inhibited. However, when TRAF6 was knocked down, we detected lightly decreased IRAK1, and when IRAK1 was knocked down, the expression of TRAF6 was remarkably increased (Fig. 5B). There was no significant change at the mRNA level (Supplementary Fig. 4A). GBM data from the Clinical Proteomic Tumor Analysis Consortium (CPTAC) were analyzed, and we found that the protein expression levels of these two molecules were highly expressed in GBM and also positively correlated despite insignificant differences (Fig. 5C and Supplementary Fig. 4B). The protein levels of TRAF6 and IRAK1 were estimated with IF-stained glioma samples. Two GBM samples were detected with double-labeled IF and the distribution of positive cells presented specific spatial features (Fig. 5D). TRAF6 was expressed at high levels in the cellular tumor zone and pseudopalisading cells around necrosis while in the microvascular proliferation zone and cellular tumor zone, IRAK1 was expressed at high levels. We referred to RNA-seq data in the Ivy Glioblastoma Atlas Project (Ivy GAP) and found that there were differences between the expression of these two genes in different areas (Fig. 5E and Supplementary Fig. 4C). Then, the 8 LGG samples and 4 GBM samples were stained with TRAF6 or IRAK1 at the continuously adjacent position, and the positive scores (defined by the fluorescence intensities and ratio of positive cells) of TRAF6 and IRAK1 in the GBM group were higher than those in the LGG group. Meanwhile, the positive scores of TRAF6 and IRAK1 were positively correlated (Fig. 5F, G and Supplementary Fig. S4D).

**Fig. 5:**
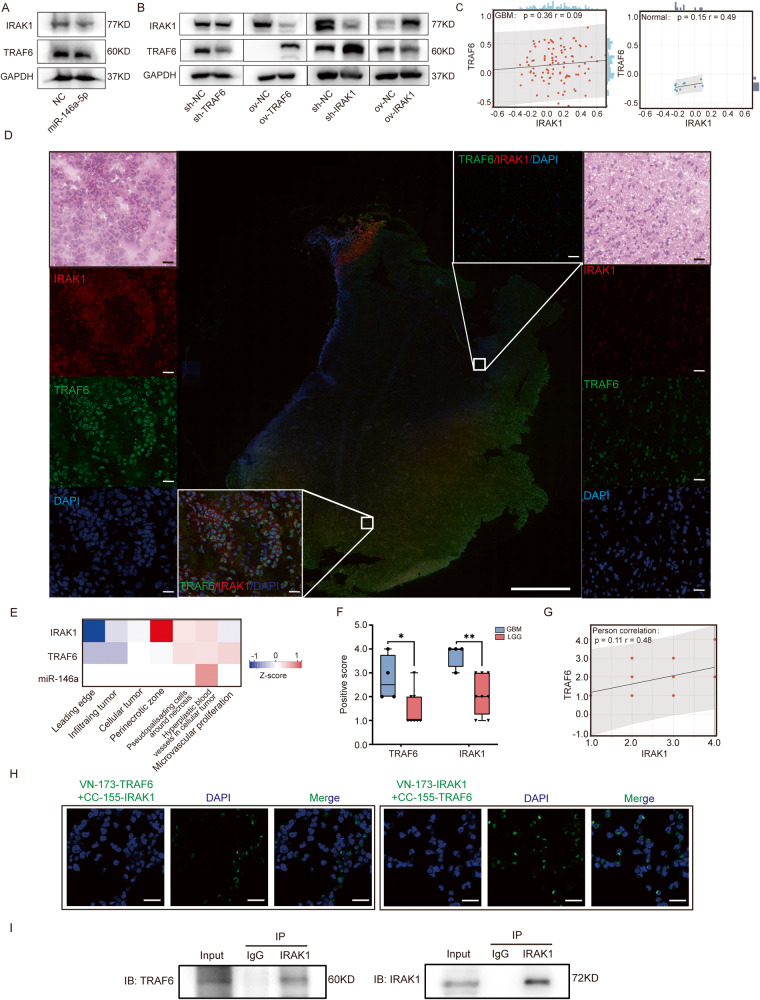
Complicated interactions exist between TRAF6 and IRAK1. **A**, **B** Western blotting was used to detected the expression of TRAF6 and IRAK1 at protein levels in U87MG cells with miR-146a-5p overexpression, and TRAF6 or IRAK1 knockdown, and TRAF6 or IRAK1 overexpression. **C** The expression correlations of TRAF6 and IRAK1 at protein levels in GBM (*n* = 99) and normal brain tissue (*n* = 10) were analyzed in CPTAC databases. **D** Slides derived from two GBM samples were evaluated with TRAF6 (green) and IRAK1 (red) dual-labeled immunofluorescence (IF). H&E staining was used to evaluate the pathological features and to identify specific areas (adjacent area not the same zone). Left panel showed the microvascular proliferation area and right panel showed the leading edge (scale bar = 20 μm). The scale bar of the merged panoramic image is 2000 μm. **E** The expressions of TRAF6, IRAK1, and miR-146a at mRNA levels in different GBM areas were analyzed with Ivy GAP database. **F** The levels of TRAF6 and IRAK1 in GBM (*n* = 4) and LGG (grade II and III gliomas, *n* = 8) clinical samples were determined by IF staining and positive scores were of each sample based on the fluorescence intensities and numbers of positive cell. The positive scores of TRAF6 and IRAK1 in GBM were remarkably higher than those in LGG. **G** The Person correlation was used to analyze the correlation of TRAF6 and IRAK1 expressions in clinical samples at protein levels with the positive scores. **H** BiFC was used to estimate the spatial formation of the TRAF6-IRAK1 complex. When pBiFC-VN173-TRAF6 and pBiFC-CC155-IRAK1 or pBiFC-VN173-IRAK1 and pBiFC-CC155-TRAF6 were cotransfected into U87MG cells, green fluorescence was detected in the cytoplasm. Scale bar = 50 µm. **I** Coimmunoprecipitation (CoIP) was performed to evaluate interactions between TRAF6 and IRAK1 at the protein level. The anti-IRAK1 antibody immunoblotted (IB) the TRAF6 that immunoprecipitated (IP) from total protein, while the IRAK1 IP from cell lysates and IB with an anti-TRAF6 antibody.

We noticed that in some area, TRAF6 and IRAK1 were able to be co-localized (Fig. 5E). It was reported that TRAF6-IRAK1-Pellino-1 complex mediated the activation of downstream pathways [20]. Therefore, we inferred that miR-146a-5p in M1-EVs exerts regulatory effects by targeting the TRAF6-IRAK1 complex. Bimolecular fluorescence complementation (BiFC) and coimmunoprecipitation (Co-IP) assays were performed to validate. The BiFC assay showed that when either pBiFC-VN173-TRAF6 and pBiFC-CC155-IRAK1 or pBiFC-VN173-IRAK1 and pBiFC-CC155-TRAF6 were cotransfected into U87MG cells, green fluorescence was detected in the cytoplasm (Fig. 5H). When pBiFC-VN173-TRAF6, pBiFC-VN173-IRAK1, pBiFC-CC155-TRAF6, and pBiFC-CC155-IRAK1 were transfected alone, fluorescence signals were rarely observed (Supplementary Fig. S5), indicating that there was spatial interaction between them. Co-IP showed that IRAK1 could be detected in the TRAF6 immunoprecipitate and that TRAF6 could be detected in the IRAK1 immunoprecipitate by IB (Fig. 5I), confirming that TRAF6 and IRAK1 interact with each other and form a complex and we established dual knockdown and dual overexpressing cell lines.

### MiR-146a-5p mitigates EMT in GBM through the IKKγ-dependent NF-κB signaling pathway

The EMT behaviors of U87MG^miR-146a-5p^ cells, U87MG^sh-TRAF6/IRAK1^ and U87MG^ov-TRAF6/IRAK1^ cells were estimated with Transwell and wound healing assays. MiR-146a-5p mitigated the migratory and invasive abilities of U87MG cells (Fig. 6A, B). For its targets, the EMT behaviors of U87MG^sh-TRAF6/IRAK1^ cells also mitigated while U87MG^ov-TRAF6/IRAK1^ cells exhibited enhanced migration and invasion abilities (Fig. 6C, D). The EMT marker expressions in these cells with miR-146a-5p overexpression or TRAF6/IRAK1 knockdown were markedly inhibited and increased in cells with TRAF6/IRAK1 overexpression (Fig. 6E, F). IRAK1 and TRAF6 are important components in NF-κB signaling pathway activation [21]. According to the analysis in inBio Discover, TRAF6 and IRAK1 are closely related to IKK complex recruitment (Supplementary Fig. S6). The NF-κB signaling pathway is regarded as downstream and it has been reported that IKKγ, the regulatory subunit of the IKK complex, is the substrate of E3 ubiquitin ligase. Therefore, the IKKγ-dependent NF-κB pathway was verified in U87MG^sh-TRAF6/IRAK1^ and U87MG^ov-TRAF6/IRAK1^ cells by Western blotting. When TRAF6 and IRAK1 were simultaneously knocked down, the phosphorylated IKKγ (p-IKKγ)/IKKγ, p-IKBα/IKBα, and p-p65/p65 ratios were decreased. In contrast, when TRAF6 and IRAK1 were simultaneously overexpressed, the p-IKKγ/IKKγ, p-IKBα/IKBα, and p-p65/p65 ratios were increased. Meanwhile, when miR-146a-5p was overexpressed, the same changes were observed in the NF-κB signaling pathway as in cells with sh-TRAF6/IRAK1 (Fig. 6G, H). The above findings suggested that miR-146a-5p regulated EMT in GBM cells by binding to IRAK1 and TRAF6 and the downstream IKKγ-dependent NF-κB signaling pathway. Deficiency of miR-146a-5p in M2-EVs disinhibited the NF-κB promoting EMT behaviors of GBM cells.

**Fig. 6:**
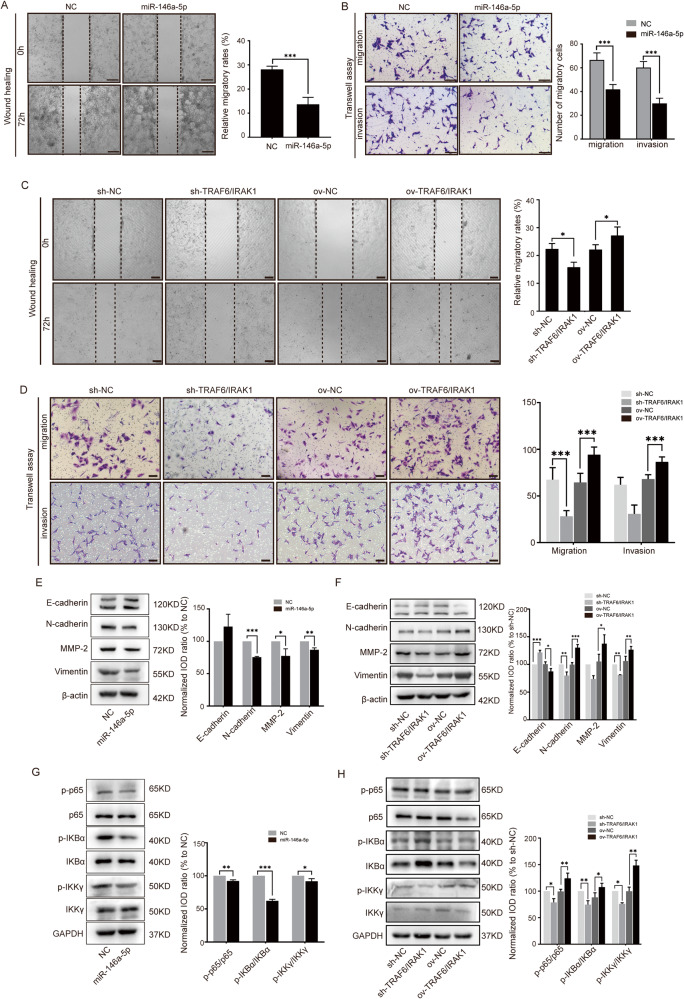
The miR-146a-5p regulated TRAF6-IRAK1 complex and the IKK-dependent NF-κB pathway. Wound healing (**A**, **C**) and transwell assays (**B**, **D**) were used to estimate the invasive and migratory abilities of U87MG^miR-146a-5p^, U87MG^ov-TRAF6/IRAK1^, and U87MG^sh-TRAF6/IRAK1^ cells compared with the corresponding controls. Scale bar = 200 μm. **E**, **F** Western blotting analysis as used to evaluate the levels of E-cadherin, N-cadherin, MMP-2, and vimentin in U87MG^miR-146a-5p^, U87MG^ov-TRAF6/IRAK1^, and U87MG^sh-TRAF6/IRAK1^ cells and their corresponding controls. **G**, **H** Western blotting was conducted to measure the expression of IKKγ, phosphorylated-IKKγ (p-IKKγ), IKBα, p-IKBα, p65, and p-p65 in U87MG^miR-146a-5p^, U87MG^ov-TRAF6/IRAK1^, and U87MG^sh-TRAF6/IRAK1^ cells and their corresponding controls. The ratios of p-IKKγ/IKKγ, p-IKBα/IKBα, and p-p65/p65 were calculated. *n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001.

### miR-146a-5p and TRAF6-IRAK1 Expressions influenced the progression of GBM

To validate the influence of TRAF6 and IRAK1 on GBM progression in vivo, an allogeneic U87MG-Luc GBM mouse model was employed. To simulate the impact of miR-146a-5p, U87MG-Luc^NC^, U87MG-Luc^miR-146a-5p^, U87MG-Luc^sh-NC^, U87MG-Luc^ov-NC^, U87MG-Luc^sh-TRAF6/IRAK1^, and U87MG-Luc^ov-TRAF6/IRAK1^ cells were implanted into nude mice in situ. Three weeks after implantation, tumors were detected in vivo with a small animal live imaging system. Compared with control GBM tumors, the intensities of mice with U87MG-Luc^miR-146a-5p^ GBM cells were significantly weaker than those of mice with U87MG-Luc^NC^. U87MG-Luc^sh-TRAF6/IRAK1^ GBM tumors were smaller with weaker luminescence intensities, and U87MG-Luc^ov-TRAF6/IRAK1^ tumors were larger and had higher luminescence intensities (Fig. 7A, B). H&E staining showed that U87MG-Luc^miR-146a-5p^ and U87MG-Luc^sh-TRAF6/IRAK1^ tumors had clear boundaries and surrounding normal tissue was suppressed, while U87MG-Luc^ov-TRAF6/IRAK1^ tumors infiltrated into normal tissue with a blurred boundary (Fig. 7C, D). Moreover, the survival of mice bearing these different GBM tumors differed significantly (Fig. 7E, F). All mice bearing U87MG-Luc^miR-146a-5p^ tumors were alive after ~6 weeks. No mice bearing U87MG-Luc^ov-TRAF6/IRAK1^ GBM tumors were alive after approximately 4 weeks. More than half of the mice bearing U87MG-Luc^sh-TRAF6/IRAK1^ GBM tumors were alive while only one mouse bearing U87MG-Luc^sh-NC^ GBM tumors was alive at the end of the experiment (7 weeks). The HR of ov-TRAF6/IRAK1 was 13.03, illustrating that the deficiency of miR-146a-5p and high expression of TRAF6-IRAK1 are important risk factors for GBM progression.

**Fig. 7:**
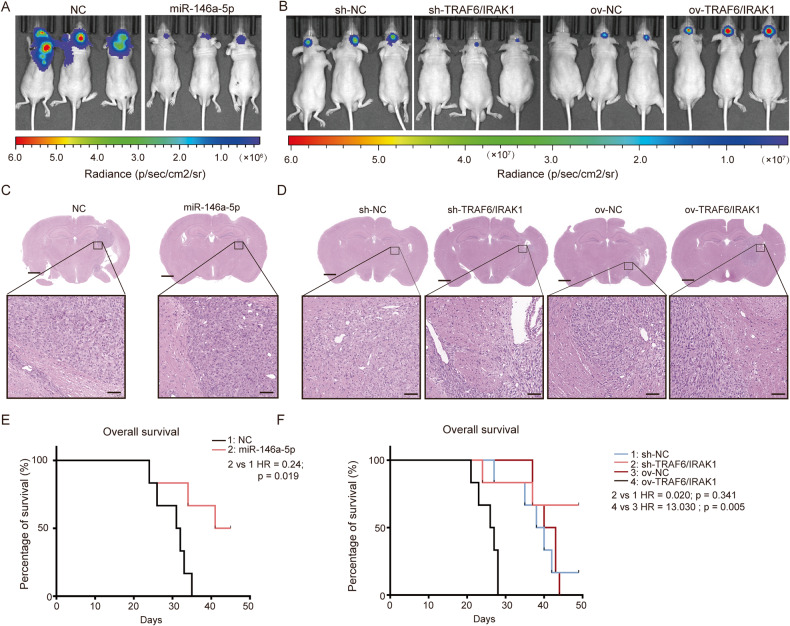
The miR-146a-5p and TRAF6-IRAK1 complex influence GBM progression in vivo. Nude mice bearing orthotopic U87MG-Luc GBM homografts were employed to evaluate the effect of miR-146a-5p and TRAF6-IRAK1 complex on the progression of GBM. Nude mouse brains were implanted with U87MG-Luc^NC^, U87MG-Luc^miR-146a-5p^, U87MG-Luc^ov-NC^, U87MG-Luc^sh-NC^, U87MG-Luc^ov-TRAF6/IRAK1^, and U87MG-Luc^sh-TRAF6/IRAK1^ cells Live animal images were acquired 3 weeks after GBM cell implantation. The luminescence intensities represented the tumor sizes and were used to evaluate the progression of GBM in vivo. **A** shows the comparison between U87MG-Luc^NC^ and U87MG-Luc^miR-146a-5p^. **B** shows the comparison among U87MG-Luc^ov-NC^, U87MG-Luc^sh-NC^, U87MG-Luc^ov-TRAF6/IRAK1^, and U87MG-Luc^sh-TRAF6/IRAK1^ cells. **C**, **D** After the mice were sacrificed, brain samples were collected, and H&E staining was performed to inspect the histological features of GBM tumors. The upper panel shows the whole fields of brain slices (scale bar = 1 mm) and the lower panel shows the magnified fields (scale bar = 50 μm). **E**, **F** The survival curves of tumor-bearing mice were generated based on the survival time of individual mice.

## Discussion

This work demonstrated that M2-EVs promoted GBM progression due to miR-146a-5p deficiency, which was elevated in M1-EVs. MiR-146a-5p deficiency in GAM-EVs reduced the invasion and migration of GBM cells through disinhibition of the TRAF6-IRAK1 complex and its downstream IKK-γ dependent NF-κB signaling pathway. In this study, we obtained a better understanding of GAMs with different immunological characteristics on the malignant progression of GBM.

In the past, the effect of GAMs on GBM has been widely studied. However, the complicated milieu and its interactions remain poorly understood. Single-cell RNA (scRNA) sequencing revealed that macrophages are the most common immune cell type in GBM [6, 22]. Due to the significant heterogeneity of GAMs, which are educated by the TIME [23, 24], it is difficult to precisely determine the activation states and transcriptional signatures of GAMs. Analysis of clinical specimens showed that GBMs contained a mixture of M1/M2-like GAMs [25]. We examined the mRNA levels of typical immunostimulatory and immunosuppressive gene markers from public databases and clinical samples and showed that immunosuppressive macrophage-related genes were upregulated in GBM compared with LGG and that the immunosuppressive gene sets significantly influenced the survival time of GBM patients, which was consistent with previous studies [26]. Gene coexpression network analysis based on single-cell profiles confirmed that GAMs, especially those with the M2-like phenotype, are negatively associated with glioma survival [27]. Accordingly, it is necessary to evaluate the function of GAMs during the progression of GBM based on their immunological features. The immunosuppressive characteristics of GAMs are the predominant results of education by the TIME of GBM [28]. The establishment of M1- and M2-like GAMs in vitro helped analyze the differences in GAMs and explore key targets under these opposite immune environments during our study.

EVs derived from GAMs are one of the most important vehicles for communication between GAMs and GBM cells. Recently, the effect of GBM-related EVs and their cargos has attracted increasing attention in terms of diagnosis [29], the exploration of underlying mechanisms [30], and the exploitation of new therapies [31]. However, studies focused on GAM-EVs are still in the initial stage, although the role of tumor modulators of GAMs is widely accepted [26]. Since it is challenging to isolate EVs derived from specific GAMs from clinical samples, studies lack data helpful for mapping the overall landscape of GAM-EVs in vivo, which hinders progression in the exploration of GAM-EVs. Furthermore, the mechanism by which cargos are loaded into EVs remains unclear. Specifically, increasing the expression of specific miRNAs and proteins in parent cells may not increase their contents in EVs, which limits the modulation of EVs in vivo, although the development of engineered exosomes has progressed dramatically [32]. By seeking to identify the main cargos in EVs, we hope that these cargos can be targeted directly in future studies.

Various miRNAs in EVs are effectors that regulate the biological behaviors of GBM. Research has shown that a series of miRNAs enhanced the transition of glioma stem cells from proneural to mesenchymal [33]; that miR-21 facilitates the invasion, proliferation, and migration of glioma cells [34]; and that miR-92a and miR-15a in M2-EVs impaired the abilities of invasion and migration in GBM cells [35]. 

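The M1-EV and M2-EV libraries differed in the number of miRNAs they contained and in the share of reads on miRNAs. Between 509 and 545 miRNAs had at least 1 read in an M1-EV library and between 373 and 437 in an M2-EV library. Because the M2-EV libraries held fewer reads on miRNAs, all libraries were drawn 100 times to the smallest sum. At that depth, on average between 480 and 517 miRNAs were detected in M1-EVs and between 371 and 437 in M2-EVs (exact two-sided permutation test, p = 0.1, the smallest p possible with 3 libraries in each group). Of the miRNAs listed, 259 were detected in all 6 libraries. Another 21 were detected in every M1-EV and no M2-EV library, and 1 in every M2-EV and no M1-EV library. All were rare, with at most 103 reads over the 3 libraries for the M1-EV group and 20 for the M2-EV miRNA, so at this depth their absence from the other group could not be told from a low level.

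Reads on miRNAs made up 6.32% ± 0.175 (SD, n = 3) of the authors' library totals in M1-EVs and 3.94% ± 0.281 (SD, n = 3) in M2-EVs. The M2-EV share was 62.4% of the M1-EV share, with no overlap between the groups (exact two-sided permutation test, p = 0.1). Predicted miRNAs took 2.27% ± 0.223 of the miRNA reads in M1-EVs and 4.73% ± 1.10 in M2-EVs (SD, n = 3 each). Most of these reads came from 1 entry, miR264-3p, with 135092 reads over the 6 libraries, where the next had 5671. This entry may be a fragment of RNY4, a noncoding Y RNA, so the shares do not show a general rise of predicted miRNAs. The 10 most abundant miRNAs of each library took 57.1% ± 0.754 of its miRNA reads in M1-EVs and 60.6% ± 1.74 in M2-EVs (SD, n = 3 each). Let-7a-5p, with the highest mean over the 6 libraries, was at 79336 ± 8885 CPM in M1-EVs and 92639 ± 17534 CPM in M2-EVs (SD, n = 3 each). These values overlapped, and the log2 fold change of 0.22 became -0.41 with scaling to the authors' library totals. Let-7f-5p, at 82792 ± 8007 and 71603 ± 17750 CPM, overlapped as well. Members of the let-7 family differ by few bases, so reads could have been split between them in counting. MiR-222-3p rose from 39262 ± 5116 to 81794 ± 3570 CPM (SD, n = 3 each), a log2 fold change of 1.06 (standard error 0.169, adjusted p = 0.0127 from edgeR's quasi-likelihood test). With the authors' library totals its log2 fold change was 0.42 and not past the threshold.

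**Figure D3:**
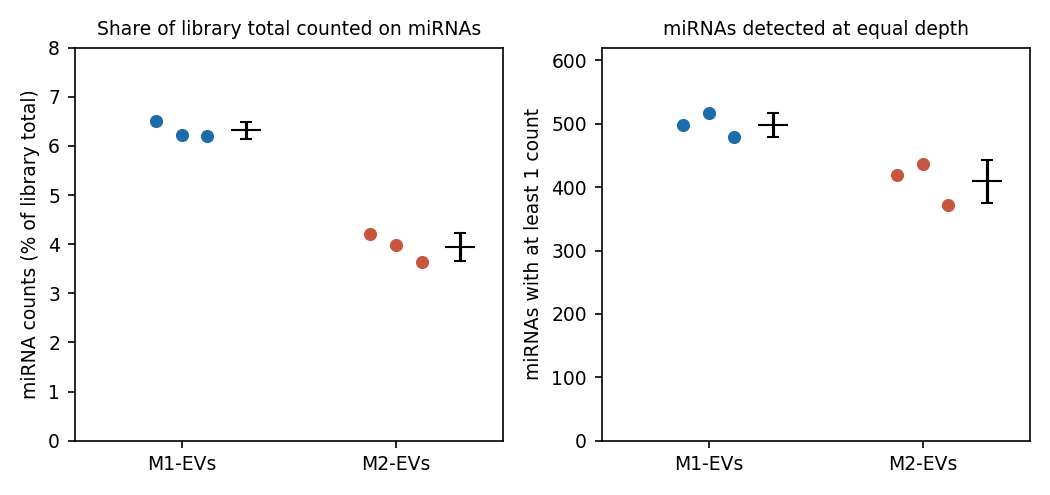
The left panel plots reads on miRNAs in percent of the library total behind the authors' RPM values, and the right panel the number of miRNAs detected at equal depth, for M1-EVs and M2-EVs. Each point is 1 library, and the line and bar beside the points are the mean and SD. All M2-EV points lie below the M1-EV points in both panels.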

In our study, to identify valuable miRNAs, we compared the differences in the types and quantities of miRNAs derived from M1-EVs and M2-EVs. MiR-146a-5p is considered an adaptive immunity-related miRNA. The human MIR146A gene, which is highly upregulated when exposed to IL-1β, LPS, and TNF-α, is observed to be NF-κB responsive in cells [36]. Healthy aging and inflammation are improved by miR-146a via its influence on canonical and noncanonical NF-κB pathways [37]. It critically impacts oncogenesis and tumor progression in various cancers [38]. MiR-146a-5p is regarded as an antitumor molecule in numerous cancers, such as esophageal cancer and CML, but is considered an oncomiR in bladder and cervical cancers, as well as melanoma. Previous research has confirmed that overexpression of miR-146a-5p in glioma cells led to inhibited growth [39] and enhanced apoptosis [40]. These results showed that the progression of GBM can be limited by miR-146a-5p, similar to our results. Furthermore, we revealed that immunostimulatory GAMs were a vital source for miR-146a-5p and that its level was notably lower in M2-EVs than in M1-EVs. 

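In the authors' own RPM values, miR-146a-5p was at 4620 ± 63.3 RPM in M1-EVs and 704 ± 102 RPM in M2-EVs (SD, n = 3 each). By mean CPM over the 6 libraries it ranked 8 among the miRNAs tested. The other arm of the same hairpin, miR-146a-3p, was too rare to test, with 22, 19 and 0 reads in M1-EVs and none in M2-EVs. MiR-146b-5p (UGAGAACUGAAUUCCAUAGGCUG) is a paralog encoded by MIR146B on GRCh38 chromosome 10 from 102436512 to 102436584, with no annotated host gene in GENCODE release 29. It was at 4051 ± 354 CPM in M1-EVs and 1629 ± 267 CPM in M2-EVs (SD, n = 3 each), a log2 fold change of -1.31 (standard error 0.229, adjusted p = 0.0139 from edgeR's quasi-likelihood test). It passed the threshold in 2 of the 6 fits that each left out one library. Both sequences differ mainly near their 3′ ends, and the authors' counting could have split reads between them. With their counts summed, the log2 fold change was -2.03 (standard error 0.184, adjusted p = 0.000639 from the same edgeR test). MiR-155-5p, another miRNA abundant in macrophages, was at 45028 ± 1703 CPM in M1-EVs and 21092 ± 6684 CPM in M2-EVs (SD, n = 3 each), a log2 fold change of -1.09 (standard error 0.241, adjusted p = 0.0235 in edgeR). It passed the threshold in 0 of those 6 fits, in which the log2 fold change lay between -1.46 and -0.92.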

MiR-146a-5p deficiency in both GBM cells and TIME is one of the deterministic factors that promotes GBM progression.

In this work, miR-146a-5p derived from GAM-EVs inhibited the EMT behaviors of GBM cells by inhibiting the activation of the TRAF6-IRAK1 complex. IRAK1 and TRAF6 are classical miR-146a target genes, although their relationship seemed to be conditional [41]. As we found in this work, miR-146a-5p influenced the expression of TRAF6 and IRAK1 at both mRNA and protein levels in vitro, although the analyzation on silicon is inconsistency. But the interaction between TRAF6 and IRAK1 was complicated. In both LGG and GBM, according to the analysis of public transcriptome databases, the TRAF6 and IRAK1 expression levels were positively correlated. And in the GBM protein database, TRAF6 and IRAK1 were not remarkably correlated. Interestingly, we established TRAF6 or IRAK1 knockdown and overexpression cell lines and evaluated the mRNA expression of these genes and found that the changes in TRAF6 and IRAK1 expression were not noticeably reciprocally influenced, while the changes were significant at the protein level. TRAF6 is an E3-ubiquitin ligase, and IRAK1 is regarded as the substrate for TRAF6 [21, 42]. TRAF6 is able to catalyze the formation of polyubiquitin linked at both Lys63 and Lys48 [42] in IRAK1. Lys48-linked ubiquitination facilitates subsequent proteasomal degradation in the ubiquitin-proteasome pathway while TRAF6-induced Lys63 ubiquitination is necessary for IRAK1-induced activation of the NF-κB signaling pathway [43]. Whereas, during this interaction, TRAF6 is also conditional downregulated through a proteasome-dependent pathway that is facilitated by IRAK1, which depends on the distance between the N-terminal death domain and the TRAF6 -binding site in IRAK1 [44, 45]. Meanwhile, IRAK1 promotes oligomerization of TRAF6. It is regarded as a *brake* of excessive activation of the NF-κB pathway. During our observation, the expression pattern of TRAF6 and IRAK1 in GBM samples were not banded together. Both of them have specific spatial expression characteristics, which explains why there was no significant correlation between TRAF6 and IRAK1 at the protein level in GBM tissue. Compared with the leading edge of GBM, cellular tumors expressed more TRAF6 and IRAK1 enhanced the activation of the NF-κB signaling pathway and then increased the invasive ability of GBM cells.

At the transcriptome level, bulk mRNA sequencing data hardly reflect the features led by high heterogeneity, although we noticed that the mRNAs of TRAF6 and IRAK1 were positively correlated. Only one GBM case in Ivy GAP had high miR-146a levels, and the expression levels of TRAF6 and IRAK1 were relatively lower. We observed that miR-146a-5p binding diminished the expression of both IRAK1 and TRAF6 in vitro. All of the above results illustrate that miR-146a-5p is capable of regulating the TRAF6-IRAK1 complex and its downstream NF-κB signaling pathway.

We suggest that miR-146a-5p is in a one-to-multi state with its binding genes, although previous studies hypothesized that the relationships between miRNAs and their target genes are one-to-one or multi-to-one. The deterministic factor of this modification is the quantity of miRNA according to our conjecture, which needs further validation. When TRAF6 and IRAK1 were knocked down simultaneously, NF-κB signaling pathway activation and EMT marker expression were significantly inhibited. Compared with single-gene knockdown, dual-gene silencing more reliably simulated EVs miR-146a-5p biological function, and marked phosphorylation of the IKK-γ and NF-κB p65 subunits was observed.

Recently, M1-EVs have been considered carriers in GBM therapies, although a specific cargo was not mentioned in this study [46]. Repolarizing M2-like GAMs into M1-like GAMs with effective biomaterials (such as a virus-mimicking membrane-coated nucleic acid nanogel Vir-Gel [47] and bovine serum albumin-MnO2-SAL [48]) or active molecules (such as Galectin-9 siRNA [49] and curcumin [50]) that were able to be transferred into the TIME and to exert therapeutic functions were considered a promising approach for GBM treatment. Our findings demonstrated that elevating miR-146a-5p levels in the TIME might be a novel therapeutic approach for GBM.

## Materials and methods

### Collection of public glioma data and online analysis

Expressions, correlations, and patients’ overall survival (OS) of interested genes in TCGA databases were analyzed with GEPIA 2.0 (http://gepia2.cancer-pku.cn/#index). The interactions of proteins were analyzed with STRING 11.5 (https://cn.string-db.org/) and inBio Discover (https://inbio-discover.com/). The spatial features of GBM transcriptomes were analyzed with Ivy GAP (http://glioblastoma.alleninstitute.org/). The miRNA and mRNA data of GBM and LGG patients in the CGGA were analyzed with an online tool (http://www.cgga.org.cn/analyse/) and Sanger Box (http://sangerbox.com/home.html). CPTAC.

### Patient samples

Samples were collected from twelve patients who had surgically resected gliomas between 2013 and 2023 at Chongqing General Hospital and were histologically confirmed postoperatively as glioma. The assigned glioma grades were based on pathological diagnosis under the WHO Classification of Tumors, 5th Edition, Volume 6: Tumors [51]. The Ethics Committee of Chongqing General Hospital supervised and approved this study in compliance with the Declaration of Helsinki. Patients (or their representatives) who were involved signed the individual informed consent form.

### Cell lines and reagents

U87MG and A172 cells, the human GBM cell lines, were cultured with DMEM (Gibco, Carlsbad, USA) with 10% fetal bovine serum (FBS; Gibco), penicillin 50 units/ml, and streptomycin 50 μg/ml (Beyotime Biotechnology, Shanghai, China). U87MG-Luc cell lines were established with pLX313-Firefly, a luciferase plasmid (Addgene #118017, Watertown, USA). The human monocyte cell line THP-1 was cultured in RPMI 1640 (Gibco) with 10% FBS (Gibco), penicillin 50 units/ml, and streptomycin 50 μg/ml. THP-1 cells were pretreated with phorbol myristate acetate (PMA; Sigma‒Aldrich, St. Louis, USA) for 48 h to obtain activated macrophage cells. GAM polarization was conducted in accordance with previously reported procedures with some modifications [52]. In brief, to obtain M1-GAMs, PMA-stimulated THP-1 cells were cultured with granulocyte-macrophage colony-stimulating factor (GM-CSF; PeproTech, Cranbury, USA) at 50 ng/mL for three days. IL-4 and IL-13 (PeproTech) were used to stimulate the generation of M2-GAMs. Lipo 2000 (GlpBio, Montclair, USA) was used to transfect the inhibitor negative control sequence (NC), has-miR-146a-5p inhibitor, mimic NC, and has-miR-146a-5p mimic into U87MG and A172 cells. The sequences are listed in Supplementary Table S2.

### EV extraction

EVs were extracted from the FBS-free conditioned medium of M1-GAMs and M2-GAMs and extracted by ultracentrifugation with an Optima MAX-XP instrument (Beckman, Indianapolis, USA) as previously described [53, 54]. In brief, the cell culture supernatant was first centrifuged at 300×*g* for 10 min to remove whole cells, and then a 2000×*g* centrifuge for 10 min was performed to remove dead cells. To remove cell debris, the supernatant was ultracentrifuged for 30 min at 10,000×*g* and ultracentrifuged for 70 min at 100,00×*g* to isolate EVs. Finally, the pellet was washed with phosphate-buffered saline (PBS). Retained EVs were then analyzed and used for follow-up studies.

### Transmission electron microscopy and nanoparticle tracking analysis

Transmission electron microscopy (TEM) was used to observe the morphological features of EVs that were negatively stained. After being fixed with 1% glutaraldehyde and washed, EVs were placed on Formvar/carbon-coated 300-mesh copper grids and incubated at room temperature for 1 min. Uranyl acetate stained EVs for 1 min. Images were acquired by TEM (JEM-1400Plus, JEOL, Tokyo, Japan) after the grids were washed and dried.

The concentration of EVs and their size distribution were estimated by NTA (NanoSight NS300, Malvern Panalytical, Malvern, UK). The detailed procedure followed the manufacturer’s instructions, as previously described [55]. Data were analyzed with Zetasizer software (Malvern Instruments).

### EV internalization

To confirm that M1-EVs and M2-EVs were internalized by GBM cells, EVs were stained and labeled with Dil (Beyotime Biotechnology) following the manual and visualized with an LSM880 laser confocal microscope (Zeiss, Cambridge, UK). They were ultracentrifuged at 100,000×g for 60 min to remove residual dye and resuspended. Then, U87MG cells were cocultured with Dil-labeled EVs for 12 h. After refreshing the culture medium, Alexa Fluor™ 488 phalloidin (Invitrogen, Waltham, USA) and Hoechst (Beyotime Biotechnology) were added to label cells and EV internalization was observed after washing.

### MiRNA sequencing of EVs

Isolated M1-EVs and M2-EVs were subjected to miRNA-Seq analysis (GCBI, Shanghai, China). The differential expression of miRNAs was analyzed with DEGseq and uploaded to the NCBI Gene Expression Omnibus (GEO) database (GSE212171, www.ncbi.nlm.nih.gov/geo). Heatmaps showing the differentially regulated miRNAs were generated using online tools provided by GCBI (https://biosys.bgi.com/), and a volcanic plot was developed to visualize the significance and change fold of EV miRNAs.

### Prediction of the miR-146a-5p binding genes

Six online miRNAs databases, namely, miRWalk (http://mirwalk.umm.uni-heidelberg.de/), miRDB (http:// mirdb.org), TargetScan 8.0 (https://www.targetscan.org/vert_80/), RNA22 (https://cm.jefferson.edu/rna22/), ENCORI (https://starbase.sysu.edu.cn/), and miRTarBase (https://mirtarbase.cuhk.edu.cn/~miRTarBase/miRTarBase_2022/php/index.php), predicted the miR-146a-5p binding genes and the predictions were merged.

### Dual-luciferase reporter assay

Two fragments of the wild-type (WT) TRAF6 3′ untranslated region (UTR), one fragment of the WT IRAK1 3′UTR, and the corresponding MT sequences were used to construct the WT and mutant (MT) pmir-GLO luciferase vectors. 

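The 3′UTRs of both genes were searched for matches to the seed of miR-146a-5p, its bases 2 to 8 from the 5′ end. The longest annotated 3′UTR of each gene in GENCODE release 29 was used, and coordinates are those of GRCh38. The TRAF6 3′UTR of 2811 bases lies on the minus strand of chromosome 11 from 36487027 to 36489837. It holds 3 matches of the full seed followed by an adenine (8mer sites, AGTTCTCA), at 36489358 to 36489365, 36489293 to 36489300 and 36488559 to 36488566. They lie at bases 473 to 480, 538 to 545 and 1272 to 1279 of the 3′UTR. The sequences around them read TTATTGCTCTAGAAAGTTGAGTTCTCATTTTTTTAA, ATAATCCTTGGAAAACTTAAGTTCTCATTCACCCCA and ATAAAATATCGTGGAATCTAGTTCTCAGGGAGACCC. A shorter match followed by an adenine (7mer-A1 site) lies closer to the stop codon, at 36489773 to 36489779. The IRAK1 3′UTR of 1359 bases lies on the minus strand of chromosome X from 154010500 to 154011858. It holds 2 8mer sites, at 154011812 to 154011819 and 154011796 to 154011803, which are bases 40 to 47 and 56 to 63 of the 3′UTR. The sequence across both sites reads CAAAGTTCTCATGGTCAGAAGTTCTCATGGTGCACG. MiR-146b-5p has the same seed, so these matches do not tell the paralogs apart.

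**Figure D4:**
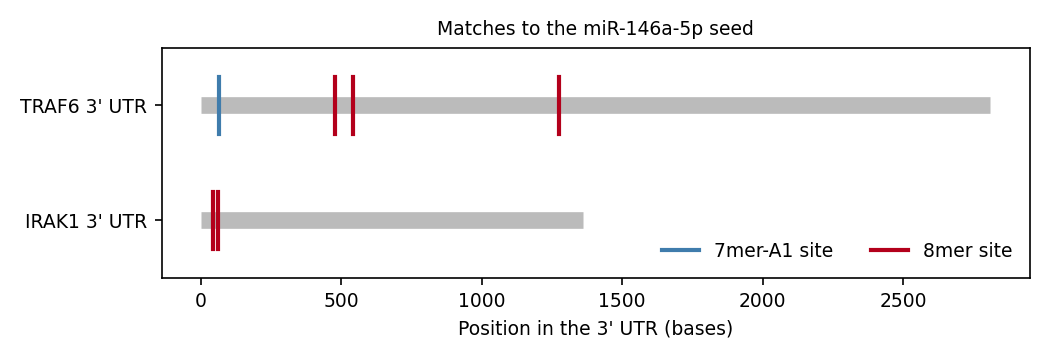
Positions of matches to the miR-146a-5p seed along the 3′UTRs of TRAF6 and IRAK1, in bases from the stop codon on the horizontal axis. Gray bars are the 3′UTRs, red lines 8mer sites and the blue line the 7mer-A1 site. TRAF6 has 3 8mer sites and IRAK1 has 2.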

The plasmids containing the WT TRAF6 or IRAK1 3′UTR or the corresponding 3′UTRs with miRNA binding site mutations driven by the pmirGLO luciferase reporter and the mimic NC and has-miR-146a-5p mimic were cotransfected in U87MG cells with Lipo 2000. After 24 hours, the relative luciferase activity was detected by a Dual-Luciferase Reporter Assay Kit (Promega, Madison, USA) and a Varioskan Flash microplate reader (Thermo Scientific, Waltham, USA) following the manufacturer’s instructions.

### TRAF6 and IRAK1 knockdown and overexpression, and has-miR-146a-5p overexpression

ShRNA plasmids were used to interfere with the translation of TRAF6 and IRAK1. The TRAF6 and IRAK1 shRNA sequences were inserted into pLVX-shRNA2 (Clontech 632179, Mountain View, USA). The vector pLVX-CMV-IRES-PURO was employed to construct the TRAF6 and IRAK1 overexpression plasmids. (The primer and shRNA sequences are listed in Supplementary Table S4). The vector GV298 (U6-MCS-Ubiquitin-Cherry-IRES-puromycin) was employed to construct the has-miR-146a-5p overexpression plasmid. All plasmids were transformed into *E. coli* strain Stbl3. The lentivirus was then packaged in HEK293T cells with psPAX2 (Addgene #12260) and pMD2.G (Addgene #12259). After transfection, HEK293T cells were incubated for 48 h. The supernatant with virus particles was collected. After being filtered, the virus particles were added to infect U87MG and A172 cells for infection. Successfully infected cells were screened with puromycin. To validate the knockdown or overexpression of IRAK1 and TRAF6, Western blot assays were conducted.

### Quantitative real-time polymerase chain reaction

TRIzol (Invitrogen, USA) was used to prepare the total RNA of cells. An RNAprep Pure Cell Kit (Tiangen Biotech, Beijing, China) and Super M-MuLV First Strand cDNA Synthesis Mix (Sangon Biotech, Shanghai, China) were used for mRNA isolation. MiRNA was prepared with a SanPrep Column microRNA Extraction Kit and a microRNA First Strand cDNA Synthesis Kit (Sangon Biotech). 2X SYBR Abstract PCR Mix and MicroRNAs qPCR Kit (Sangong Biotech) were used for RT-PCR. The thermal cycling protocol used for quantitative RT‒PCR was as follows: predenaturation at 94 °C for 5 min, 40 cycles of denaturation at 94 °C for 30 s, annealing at 57 °C for 30 s, and extension at 72 °C for 30 s. The primer sequences are listed in Supplementary Table S3.

### Western blot assays

Prechilled RIPA buffer (Beyotime Biotechnology) was used to prepare total protein. Extracted protein was separated by SDS‒PAGE, and transferred to polyvinylidene fluoride (PVDF) membranes. The membranes were blocked with 5% nonfat milk for 2 h at room temperature and incubated with specific primary antibodies (information regarding the primary antibodies is listed in Supplementary Table S5) at 4 °C overnight. Then, corresponding HRP-conjugated secondary antibodies (Beyotime Biotechnology) were used in the membrane incubation at room temperature for 1 h. Enhanced chemiluminescence was used for visualization. The original data are available in the Supplementary Material.

### Wound healing assay and Transwell assay

Wound healing assays were applied to estimate GBM cell migratory ability. U87MG and A172 cells were seeded and cultured in six-well plates until 100% confluence. These cells were cultured with FBS-free medium for 24 h before the experiment. The wounds were scratched with 200 μL pipette tips, and then the cells were washed 3 times and cultured with FBS-free medium. Wound healing was observed at 72 h with an optical microscope (IX71, Olympus, Tokyo, Japan). ImageJ software was used to estimate and quantify the healing rates.

Transwell assays were used to estimate GBM cell migratory and invasive abilities with chambers that have 0.4 μm micropores (Corning Life Sciences, NY, USA). For invasion assays, U87MG and A172 cells were seeded in the upper chambers of each insert, which contained a Matrigel-coated membrane (Corning Life Sciences), and cultured with FBS-free medium. Medium containing 10% FBS was added to the lower chambers of the 24-well plates. For migration assays, GBM cells were seeded in the upper chambers without Matrigel coating on the membrane. After incubation for 15 h at 37 °C and fixation in paraformaldehyde, these cells were stained with crystal violet solution. Afterward, the number of cells on the lower surface of each membrane was determined and averaged in 5 random fields.

### Bimolecular fluorescence complementation assay

A BiFC assay was conducted to verify that TRAF6 and IRAK1 interacted with each other. TRAF6 and IRAK1 cDNA were inserted into the vectors pBiFC-VN173 (Addgene #22010) and pBiFC-CC155 (Addgene #22015) to construct the plasmids. HEK293T cells were transfected for 24 h with pBiFC-VN173-TRAF6, pBiFC-VN173-IRAK1, pBiFC-CC155-TRAF6, and pBiFC-CC155-IRAK1 alone; cotransfected with pBiFC-VN173-TRAF6 and pBiFC-CC155-IRAK1; or cotransfected with pBiFC-VN173-IRAK1 and pBiFC-CC155-TRAF6. The fluorescence intensity was then determined with a laser-scanning fluorescence microscope.

### Coimmunoprecipitation

Total protein was prepared with Co‐IP lysis buffer (Beyotime Biotechnology). Equal amounts of total protein from each sample were incubated with primary antibodies (information regarding the primary antibodies is listed in Supplementary Table S5) at 4 °C overnight. Then, Protein A/G PLUS-Agarose (Santa Cruz Biotechnology, Dallas, USA) was added and incubated with shaking at 4 °C for 3 h. The bound proteins were eluted with SDS-loading buffer after washing. Immunoprecipitated proteins were used in immunoblotting following procedures described in the Western blotting section above. (Information regarding the primary antibodies is listed in Supplementary Table S5).

### Orthotopic homograft mouse model

The animal experimental procedures were supervised and approved by the ethics committee of Chongqing General Hospital. Male BALB/c-nude mice (4–5 weeks) were used in the research. Forty-four mice were randomly divided into four groups, and 5 μL of U87MG-Luc^NC^, U87MG-Luc^ov-miR-146a-5p^, U87MG-Luc^sh-NC^, U87MG-Luc^ov-NC^ U87MG-Luc^ov-TRAF6/IRAK1^, or U87MG-Luc^sh-TRAF6/IRAK1^ cells (1 × 10^5^) was injected in situ into the brain by using a small animal stereotactic injector (RWD, Shenzhen, China). Mice were fed for 3 weeks, and the tumor sizes and luminescence intensity were measured with a small animal live imaging system (IVIS® Spectrum CT, PerkinElmer, USA). The survival times of mice bearing GBM tumors were recorded, and the tumors were harvested for detection of tumor invasion and analysis of protein expression.

### Immunohistochemical, immunofluorescence, and H&E staining

GBM specimens obtained from patients were used to detect CD163, CD206, TRAF6, and IRAK1 using IHC staining. The primary steps were as follows: fixation with paraformaldehyde, embedding in paraffin, dewaxing in xylene, rinsing in graded ethanol solutions and rehydration. Next, antigen retrieval was performed and the slides were pretreated with sodium citrate buffer at 95 °C for 15 min. After washing with PBS 3 times, the slides were stained with primary antibodies against CD163 and MSR1 (information regarding the primary antibodies is listed in Supplementary Table S5) at 4 °C overnight. After being washed again, the slides were immersed in buffer containing HRP-conjugated anti-mouse/rabbit antibodies for 2 h. DAB chromogen solution was added and then incubated for approximately 1 min. The numbers of CD163- and MSR1-positive cells in 5 random fields were determined and analyzed in images on the same magnification scale.

Frozen GBM slides obtained from patients were used to detect TRAF6 and IRAK1 using IF staining. The slides were fixed with paraformaldehyde, and permeated with Tween-20. After washing with PBS 3 times, the slides were blocked with goat serum and stained with primary antibodies against TRAF6 and IRAK1 (information regarding the primary antibodies is listed in Supplementary Table S5) at 4 °C overnight. After being washed again, the slides were stained with CoralLite488-conjugated anti-mouse antibody or CoralLite594-conjugated anti-rabbit antibody for 2 h at room temperature. DAPI was used to stained nucleus for 10 min.

GBM slides derived from patients and brain samples harvested from mice bearing GBM tumors were processed into paraffin sections and stained with H&E to observe the morphological features. For H&E staining, deparaffinization was completed with dimethylbenzene, followed by 3 min of hematoxylin and eosin staining. Then, the stained slices were dehydrated and visualized.

### Statistical analysis

All in vitro experiments were performed 3 times independently. IBM SPSS software 24.0 was used for the statistical analysis. Means and standard deviations were used to represent data (means ± SD). Comparisons between two groups were calculated by Student’s t test and comparisons among multiple groups were analyzed by ANOVA. The hazards ratio (HR) was calculated with Cox regression. P values less than 0.05 were regarded as statistically significant. The correlation analysis was performed with online tool Sangerbox (http://sangerbox.com/).

## Supplementary information

Supplementary_Table S1

Supplementary_Table S2

Supplementary_Table S3

Supplementary_Table S4

Supplementary_Table S5

Supplementary_Table S6

Supplementary Figures and legends

## Data Availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

## References

[1] Ostrom QT, Gittleman H, Truitt G, Boscia A, Kruchko C, Barnholtz-Sloan JS (2018). CBTRUS Statistical Report: primary brain and other central nervous system tumors diagnosed in the United States in 2011–2015. Neuro Oncol..

[2] Karachi A, Dastmalchi F, Mitchell DA, Rahman M (2018). Temozolomide for immunomodulation in the treatment of glioblastoma. Neuro Oncol.

[3] Tan AC, Ashley DM, López GY, Malinzak M, Friedman HS, Khasraw M (2020). Management of glioblastoma: state of the art and future directions. CA Cancer J Clin..

[4] Jackson CM, Choi J, Lim M (2019). Mechanisms of immunotherapy resistance: lessons from glioblastoma. Nat Immunol..

[5] Lathia JD, Mack SC, Mulkearns-Hubert EE, Valentim CL, Rich JN (2015). Cancer stem cells in glioblastoma. Genes Dev..

[6] DeCordova S, Shastri A, Tsolaki AG, Yasmin H, Klein L, Singh SK (2020). Molecular heterogeneity and immunosuppressive microenvironment in glioblastoma. Front Immunol..

[7] Gieryng A, Pszczolkowska D, Walentynowicz KA, Rajan WD, Kaminska B (2017). Immune microenvironment of gliomas. Lab Invest..

[8] Dunn GP, Old LJ, Schreiber RD (2004). The three Es of cancer immunoediting. Annu Rev Immunol..

[9] Chen Z, Feng X, Herting CJ, Garcia VA, Nie K, Pong WW (2017). Cellular and molecular identity of tumor-associated macrophages in glioblastoma. Cancer Res..

[10] Xuan W, Lesniak MS, James CD, Heimberger AB, Chen P (2021). Context-dependent glioblastoma-macrophage/microglia symbiosis and associated mechanisms. Trends Immuno.l.

[11] Pathria P, Louis TL, Varner JA (2019). Targeting tumor-associated macrophages in cancer. Trends Immunol..

[12] Gutmann DH, Kettenmann H (2019). Microglia/brain macrophages as central drivers of brain tumor pathobiology. Neuron..

[13] Hambardzumyan D, Gutmann DH, Kettenmann H (2016). The role of microglia and macrophages in glioma maintenance and progression. Nat Neurosci..

[14] Han C, Zhang C, Wang H, Zhao L (2021). Exosome-mediated communication between tumor cells and tumor-associated macrophages: implications for tumor microenvironment. Oncoimmunology..

[15] Wortzel I, Dror S, Kenific CM, Lyden D (2019). Exosome-mediated metastasis: communication from a distance. Dev Cell..

[16] Rooj AK, Mineo M, Godlewski J (2016). MicroRNA and extracellular vesicles in glioblastoma: small but powerful. Brain Tumor Pathol..

[17] Mondal A, Kumari Singh D, Panda S, Shiras A (2017). Extracellular vesicles as modulators of tumor microenvironment and disease progression in glioma. Front Oncol..

[18] Broekman ML, Maas SLN, Abels ER, Mempel TR, Krichevsky AM, Breakefield XO (2018). Multidimensional communication in the microenvirons of glioblastoma. Nat Rev Neurol..

[19] Cocks A, Del Vecchio F, Martinez-Rodriguez V, Schukking M, Fabbri M (2022). Pro-tumoral functions of tumor-associated macrophage EV-miRNA. Semin Cancer Biol..

[20] Choi KC, Lee YS, Lim S, Choi HK, Lee CH, Lee EK (2006). Smad6 negatively regulates interleukin 1-receptor-Toll-like receptor signaling through direct interaction with the adaptor Pellino-1. Nat Immunol..

[21] Conze DB, Wu CJ, Thomas JA, Landstrom A, Ashwell JD (2008). Lys63-linked polyubiquitination of IRAK-1 is required for interleukin-1 receptor- and toll-like receptor-mediated NF-kappaB activation. Mol Cell Biol..

[22] Cui X, Wang Q, Zhou J, Wang Y, Xu C, Tong F (2021). Single-cell transcriptomics of glioblastoma reveals a unique tumor microenvironment and potential immunotherapeutic target against tumor-associated macrophage. Front Oncol..

[23] Fu W, Wang W, Li H, Jiao Y, Huo R, Yan Z (2020). Single-cell atlas reveals complexity of the immunosuppressive microenvironment of initial and recurrent glioblastoma. Front Immunol..

[24] Cheng W, Ren X, Zhang C, Cai J, Liu Y, Han S (2016). Bioinformatic profiling identifies an immune-related risk signature for glioblastoma. Neurology..

[25] Zeiner PS, Preusse C, Golebiewska A, Zinke J, Iriondo A, Muller A (2019). Distribution and prognostic impact of microglia/macrophage subpopulations in gliomas. Brain Pathol..

[26] Baig MS, Roy A, Rajpoot S, Liu D, Savai R, Banerjee S (2020). Tumor-derived exosomes in the regulation of macrophage polarization. Inflamm Res..

[27] Zhang H, Luo YB, Wu W, Zhang L, Wang Z, Dai Z (2021). The molecular feature of macrophages in tumor immune microenvironment of glioma patients. Comput Struct Biotechnol J..

[28] Pyonteck SM, Akkari L, Schuhmacher AJ, Bowman RL, Sevenich L, Quail DF (2013). CSF-1R inhibition alters macrophage polarization and blocks glioma progression. Nat Med..

[29] Müller Bark J, Kulasinghe A, Chua B, Day BW, Punyadeera C (2020). Circulating biomarkers in patients with glioblastoma. Br J Cancer..

[30] Himes BT, Peterson TE, de Mooij T, Garcia LMC, Jung MY, Uhm S (2020). The role of extracellular vesicles and PD-L1 in glioblastoma-mediated immunosuppressive monocyte induction. Neuro Oncol..

[31] Basu B, Ghosh MK (2019). Extracellular vesicles in glioma: from diagnosis to therapy. Bioessays..

[32] Wu JY, Li YJ, Hu XB, Huang S, Luo S, Tang T (2021). Exosomes and biomimetic nanovesicles-mediated anti-glioblastoma therapy: a head-to-head comparison. J Control Release..

[33] Zhang Z, Xu J, Chen Z, Wang H, Xue H, Yang C (2020). Transfer of microRNA via macrophage-derived extracellular vesicles promotes proneural-to-mesenchymal transition in glioma stem cells. Cancer Immunol Res..

[34] Yang F, Wang T, Du P, Fan H, Dong X, Guo H (2020). M2 bone marrow-derived macrophage-derived exosomes shuffle microRNA-21 to accelerate immune escape of glioma by modulating PEG3. Cancer Cell Int..

[35] Yao J, Wang Z, Cheng Y, Ma C, Zhong Y, Xiao Y (2021). M2 macrophage-derived exosomal microRNAs inhibit cell migration and invasion in gliomas through PI3K/AKT/mTOR signaling pathway. J Transl Med..

[36] Taganov KD, Boldin MP, Chang KJ, Baltimore D (2006). NF-kappaB-dependent induction of microRNA miR-146, an inhibitor targeted to signaling proteins of innate immune responses. Proc Natl Acad Sci Usa..

[37] Olivieri F, Prattichizzo F, Giuliani A, Matacchione G, Rippo MR, Sabbatinelli J (2021). miR-21 and miR-146a: the microRNAs of inflammaging and age-related diseases. Ageing Res Rev..

[38] Iacona JR, Lutz C (2019). S. miR-146a-5p: Expression, regulation, and functions in cancer. Wiley Interdiscip Rev Rna..

[39] Mei J, Bachoo R, Zhang CL (2011). MicroRNA-146a inhibits glioma development by targeting Notch1. Mol Cell Biol..

[40] Wu H, Liu Q, Cai T, Chen YD, Wang ZF (2015). Induction of microRNA-146a is involved in curcumin-mediated enhancement of temozolomide cytotoxicity against human glioblastoma. Mol Med Rep..

[41] Bertolet G, Kongchan N, Miller R, Patel RK, Jain A, Choi JM, et al. MiR-146a wild-type 3′ sequence identity is dispensable for proper innate immune function in vivo. Life Sci Alliance 2 (2019). 10.26508/lsa.201800249.10.26508/lsa.201800249PMC637968530777858

[42] Yang WL, Wang J, Chan CH, Lee SW, Campos AD, Lamothe B (2009). The E3 ligase TRAF6 regulates Akt ubiquitination and activation. Science.

[43] Muroi M, Tanamoto K (2008). TRAF6 distinctively mediates MyD88- and IRAK-1-induced activation of NF-kappaB. J Leukoc Biol..

[44] Muroi M, Tanamoto K (2012). IRAK-1-mediated negative regulation of Toll-like receptor signaling through proteasome-dependent downregulation of TRAF6. Biochim Biophys Acta..

[45] Watanabe S, Zenke K, Sugiura Y, Muroi M (2022). Minimal structure of IRAK-1 to induce degradation of TRAF6. Immunobiology..

[46] Wang X, Ding H, Li Z, Peng Y, Tan H, Wang C (2022). Exploration and functionalization of M1-macrophage extracellular vesicles for effective accumulation in glioblastoma and strong synergistic therapeutic effects. Signal Transduct Target Ther..

[47] Gao X, Li S, Ding F, Liu X, Wu Y, Li J (2021). A virus-mimicking nucleic acid nanogel reprograms microglia and macrophages for glioblastoma therapy. Adv Mater..

[48] Liang F, Zhu L, Wang C, Yang Y, He Z (2021). BSA-MnO(2)-SAL multifunctional nanoparticle-mediated M(1) macrophages polarization for glioblastoma therapy. RSC Adv..

[49] Li C, Guan N, Liu F (2023). T7 peptide-decorated exosome-based nanocarrier system for delivery of Galectin-9 siRNA to stimulate macrophage repolarization in glioblastoma. J Neurooncol..

[50] Mukherjee S, Fried A, Hussaini R, White R, Baidoo J, Yalamanchi S (2018). Phytosomal curcumin causes natural killer cell-dependent repolarization of glioblastoma (GBM) tumor-associated microglia/macrophages and elimination of GBM and GBM stem cells. J Exp Clin Cancer Res..

[51] Louis DN, Perry A, Wesseling P, Brat DJ, Cree IA, Figarella-Branger D (2021). The 2021 WHO classification of tumors of the central nervous system: a summary. Neuro Oncol..

[52] Lei X, Chen M, Li X, Huang M, Nie Q, Ma N (2018). A vascular disrupting agent overcomes tumor multidrug resistance by skewing macrophage polarity toward the M1 phenotype. Cancer Lett..

[53] Théry, C, Amigorena, S, Raposo, G & Clayton, A Isolation and characterization of exosomes from cell culture supernatants and biological fluids. Curr Protoc Cell Biol. 2006;Chapter 3:Unit 3.22. 10.1002/0471143030.cb0322s30.10.1002/0471143030.cb0322s3018228490

[54] Hoshino A, Costa-Silva B, Shen TL, Rodrigues G, Hashimoto A, Tesic Mark M (2015). Tumour exosome integrins determine organotropic metastasis. Nature..

[55] Zhang X, Sai B, Wang F, Wang L, Wang Y, Zheng L (2019). Hypoxic BMSC-derived exosomal miRNAs promote metastasis of lung cancer cells via STAT3-induced EMT. Mol Cancer..

# Supplementary material for: MiR-146a-5p deficiency in extracellular vesicles of glioma-associated macrophages promotes epithelial-mesenchymal transition through the NF-κB signaling pathway
**Source:** Cell Death Discov. 2023 Jun 30;9:206. doi: 10.1038/s41420-023-01492-0
**Supplement:** Supplementary file 2 — Supplementary_Table S2

Additional files :Table S1 The sequences of the miR-146a-5p mimic and inhibitor

| Mimic NC | Sense(5'-3') | UUGUACUACACAAAAGUACUG |
| --- | --- | --- |
|  | Antisense(5'-3') | GUACUUUUGUGUAGUACAAUU |
| hsa-miR-146a-5p mimic | Sense(5'-3') | UGAGAACUGAAUUCCAUGGGUU |
|  | Antisense(5'-3') | CCCAUGGAAUUCAGUUCUCAUU |
| Inhibitor NC | Sense(5'-3') | CAGUACUUUUGUGUAGUACAA |
| hsa-miR-146a-5p inhibitor | Sense(5'-3') | AACCCAUGGAAUUCAGUUCUCA |

# Supplementary material for: MiR-146a-5p deficiency in extracellular vesicles of glioma-associated macrophages promotes epithelial-mesenchymal transition through the NF-κB signaling pathway
**Source:** Cell Death Discov. 2023 Jun 30;9:206. doi: 10.1038/s41420-023-01492-0
**Supplement:** Supplementary file 3 — Supplementary_Table S3

Additional Files: Table S3: The sequences of primers used for RT-qPCR detection

| **No.** | **Name** | **Sequence (5' -> 3')** | | **Tm (℃)** |
| --- | --- | --- | --- | --- |
| 1 | TNF-a | Forward Primer | CTCCTCTCTGCCATCAAGAGC | 59.6 |
|  |  | Reverse Primer | AAAGTAGACCTGCCCAGACTCG | 59.6 |
| 2 | TGF-β1 | Forward Primer | GTACCTGAACCCGTGTTGCTCT | 62.7 |
|  |  | Reverse Primer | GAACCCGTTGATGTCCACTTGC | 61.6 |
| 3 | CCL-2 | Forward Primer | CATAGCAGCCACCTTCATTCCC | 62.1 |
|  |  | Reverse Primer | CTGCACTGAGATCTTCCTATTGGT | 61.5 |
| 4 | TLR-4 | Forward Primer | TGTGCTGAGTTTGAATATCACC | 55.4 |
|  |  | Reverse Primer | CTTGAGTAGATAACAAAGGCATC | 54.5 |
| 5 | β-actin | Forward Primer | ACCCGCCGCCAGCTCACC | 68.5 |
|  |  | Reverse Primer | GGGGGGCACGAAGGCTCATC | 68.3 |
| 6 | IRAK1 | Forward Primer | TGTGCTCAGAACGGCTTCTA | 56.8 |
|  |  | Reverse Primer | GGCTGTACCCAGAAGGATGT | 56.3 |
| 7 | TRAF6 | Forward Primer | CTACAGCCCCAATTCCATGC | 60.3 |
|  |  | Reverse Primer | CCAGAGTCGGGTATAACGCT | 57.0 |
| 8 | hsa-miR146a-5p | Forward Primer | CGCGTGAGAACTGAATTCCA | 59.4 |

# Supplementary material for: MiR-146a-5p deficiency in extracellular vesicles of glioma-associated macrophages promotes epithelial-mesenchymal transition through the NF-κB signaling pathway
**Source:** Cell Death Discov. 2023 Jun 30;9:206. doi: 10.1038/s41420-023-01492-0
**Supplement:** Supplementary file 4 — Supplementary_Table S4

Table S2 The shRNA sequences of TRAF6 and IRAK1

| **Name** | **Target sequence** | **shRNA Sequence (5' -> 3')** | |
| --- | --- | --- | --- |
| TRAF6 | TTCATAGTTTGAGCGTTATAC | sense | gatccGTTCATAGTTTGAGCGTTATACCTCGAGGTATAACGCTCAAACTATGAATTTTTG |
|  |  | Anti-sense | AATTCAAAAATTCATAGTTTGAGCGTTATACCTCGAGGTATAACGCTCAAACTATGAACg |
| IRAK1 | GCCCGAAGAAAGTGATGAATT | sense | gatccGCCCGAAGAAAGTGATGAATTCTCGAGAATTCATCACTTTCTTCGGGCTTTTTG |
|  |  | Anti-sense | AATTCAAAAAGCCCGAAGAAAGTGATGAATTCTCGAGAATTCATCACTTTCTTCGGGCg |

# Supplementary material for: MiR-146a-5p deficiency in extracellular vesicles of glioma-associated macrophages promotes epithelial-mesenchymal transition through the NF-κB signaling pathway
**Source:** Cell Death Discov. 2023 Jun 30;9:206. doi: 10.1038/s41420-023-01492-0
**Supplement:** Supplementary file 5 — Supplementary_Table S5

Additional files: Table S4: Primary antibodies used in western blotting, CoIP, and IHC

1. For western blotting:

| Antigens | Manufacturer | Catalogue numbers | Application |
| --- | --- | --- | --- |
| CD63 | abcam | ab134045 | 1:1000 |
| CD9 | abcam | ab223052 | 1:1000 |
| CD81 | abcam | ab109201 | 1:1000 |
| E-cadherin | Proteintech | 20874-1-AP | 1:5000 |
| N-cadherin | Proteintech | 22018-1-Ap | 1:5000 |
| MMP-2 | Cell Signaling Technology | 40994S | 1:1000 |
| Vimentin | Proteintech | 10366-1-AP | 1:2500 |
| IRAK1 | Proteintech | 10478-2-AP | 1:2500 |
| TRAF6 | Cell Signaling Technology | 8028S | 1:1000 |
| p65 | Cell Signaling Technology | 8242S | 1:1000 |
| p-p65 | Cell Signaling Technology | 3039S | 1:1000 |
| IKB-α | Cell Signaling Technology | 4814S | 1:1000 |
| p-IKB-α | Cell Signaling Technology | 9246S | 1:1000 |
| IKK-γ | Cell Signaling Technology | 2685S | 1:1000 |
| p-IKK-γ | Cell Signaling Technology | 2689S | 1:1000 |
| β-actin | Proteintech | 66009-1-lg | 1:2500 |
| GAPDH | Proteintech | 10494-1-AP | 1:2500 |

2. For IHC:

| CD163 | Servicebio | GB113152 | 1:500 |
| --- | --- | --- | --- |
| MSR1 | Proteintech | 17858-1-AP | 1:500 |

3. For IF

| IRAK1 | Proteintech | 10478-2-AP | 1:500 |
| --- | --- | --- | --- |
| TRAF6 | Proteintech | 66498-1-lg | 1:500 |

3: For IP

| IRAK1 | Proteintech | 10478-2-AP | 2.5 μg |
| --- | --- | --- | --- |
| TRAF6 | Cell Signaling Technology | 8028S | 1:100 |

# Supplementary material for: MiR-146a-5p deficiency in extracellular vesicles of glioma-associated macrophages promotes epithelial-mesenchymal transition through the NF-κB signaling pathway
**Source:** Cell Death Discov. 2023 Jun 30;9:206. doi: 10.1038/s41420-023-01492-0
**Supplement:** Supplementary file 7 — Supplementary Figures and legends

Additional files:

Figure legends:

Fig. S1

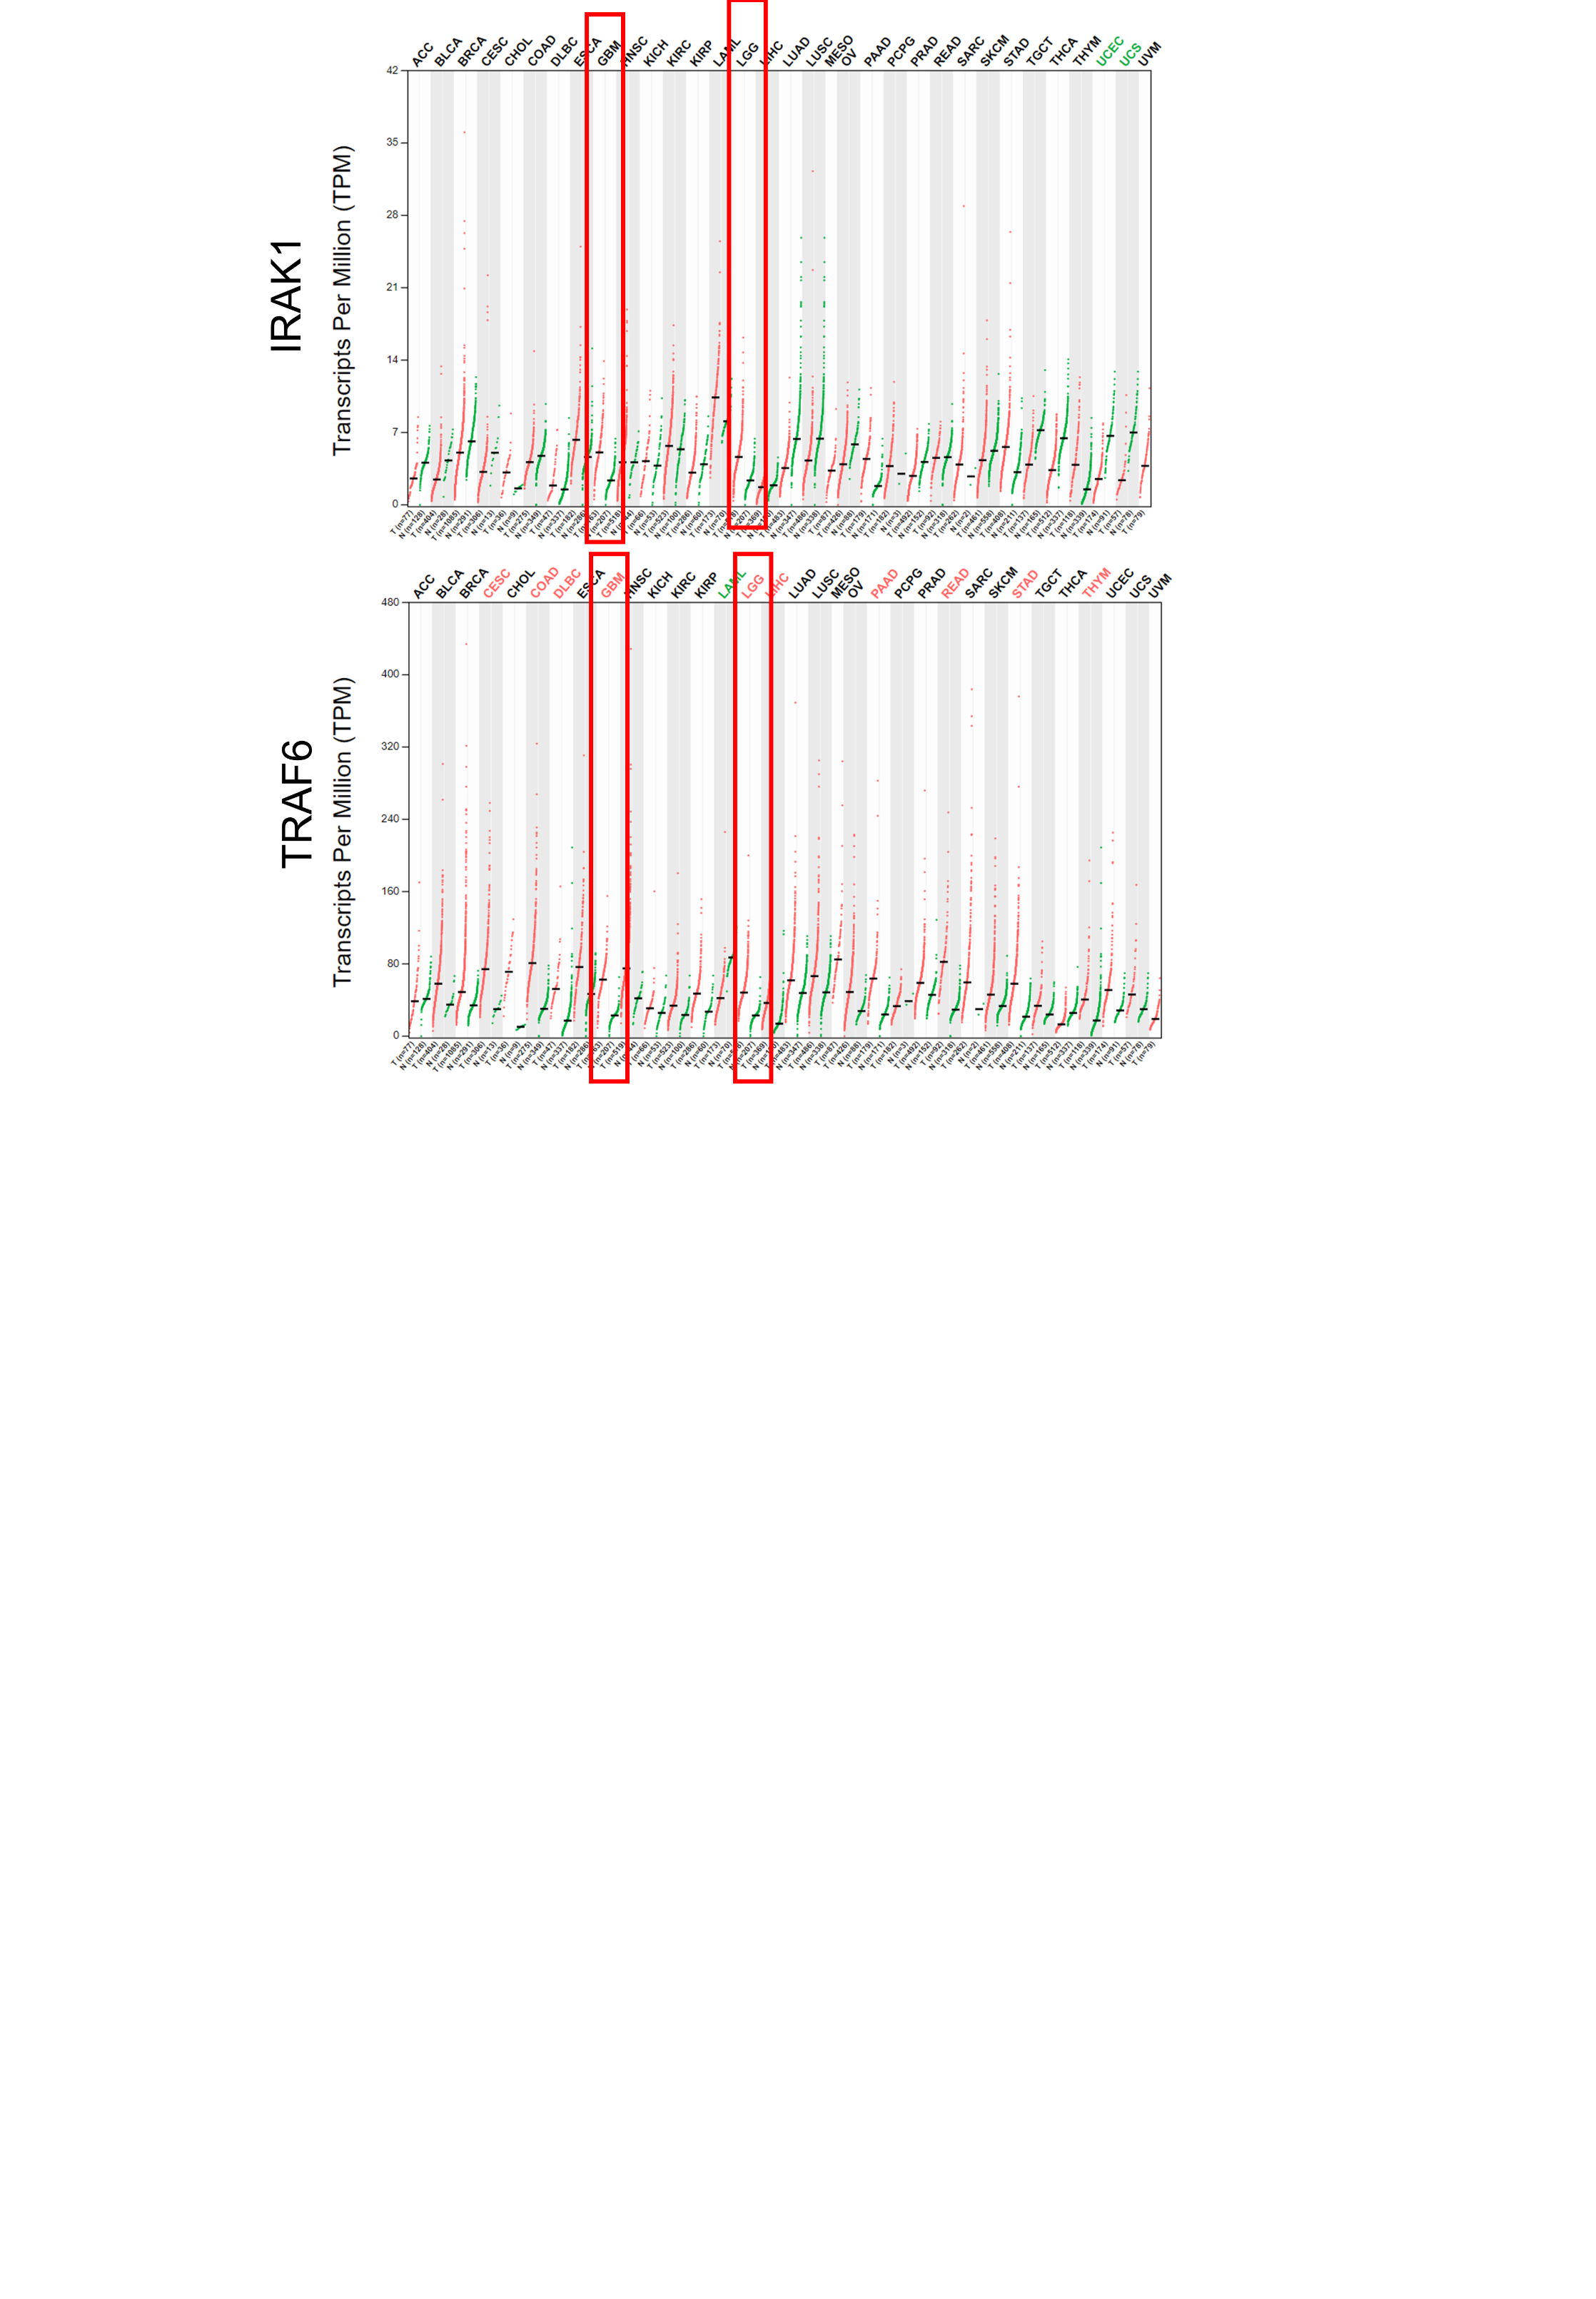

**Fig. S1** | TRAF6 and IRAK1 expression were upregulated in GBM compared with LGG based on TCGA database. The expression levels of IRAK1 and TRAF6 of GBM and LGG patients were analyzed with Gepia 2.0. The result showed that TRAF6 was significantly upregulated in GBM and LGG compared with normal.

Fig. S2

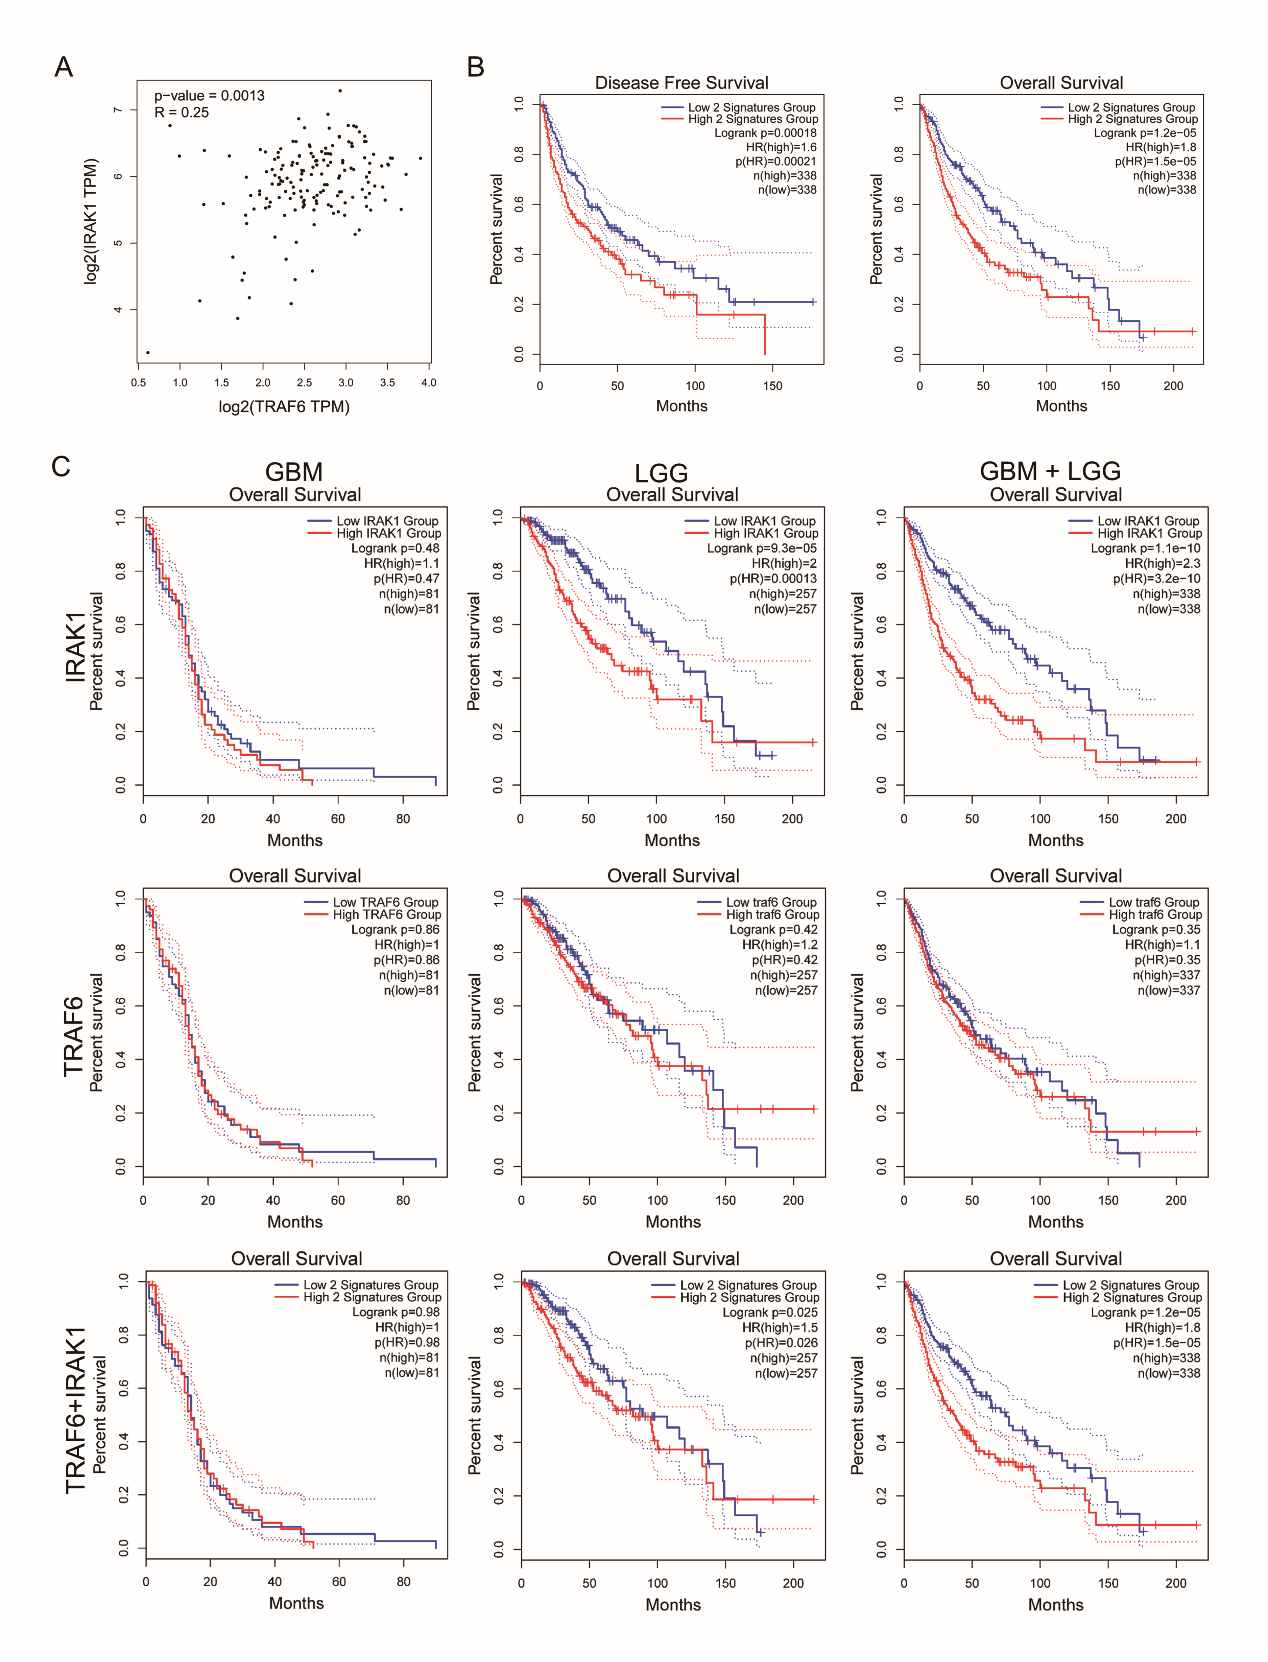

**Fig. S2** | The survival time of LGG and GBM patients related to the expression of TRAF6 and IRAK1. The relationships between IRAK1 and TRAF6 expression and OS of GBM and LGG patients were analyzed with Gepia 2.0. **(A)** The mRNA expression correlation between TRAF6 and IRAK1 in glioma patients included in TCGA database was positive. **(B)** In TCGA databases, the disease-free survival time and overall survival time of glioma patients with high TRAF6 and IRAK1 expressions were shorter than those with low expression levels. **(C)** The expression levels of IRAK1, TRAF6, and IRAK1+TRAF6 did not influence the OS of GBM patients. The high expression of IRAK1 and IRAK+TRAF6 reduced the OS of LGG or overall glioma patients.

Fig. S3

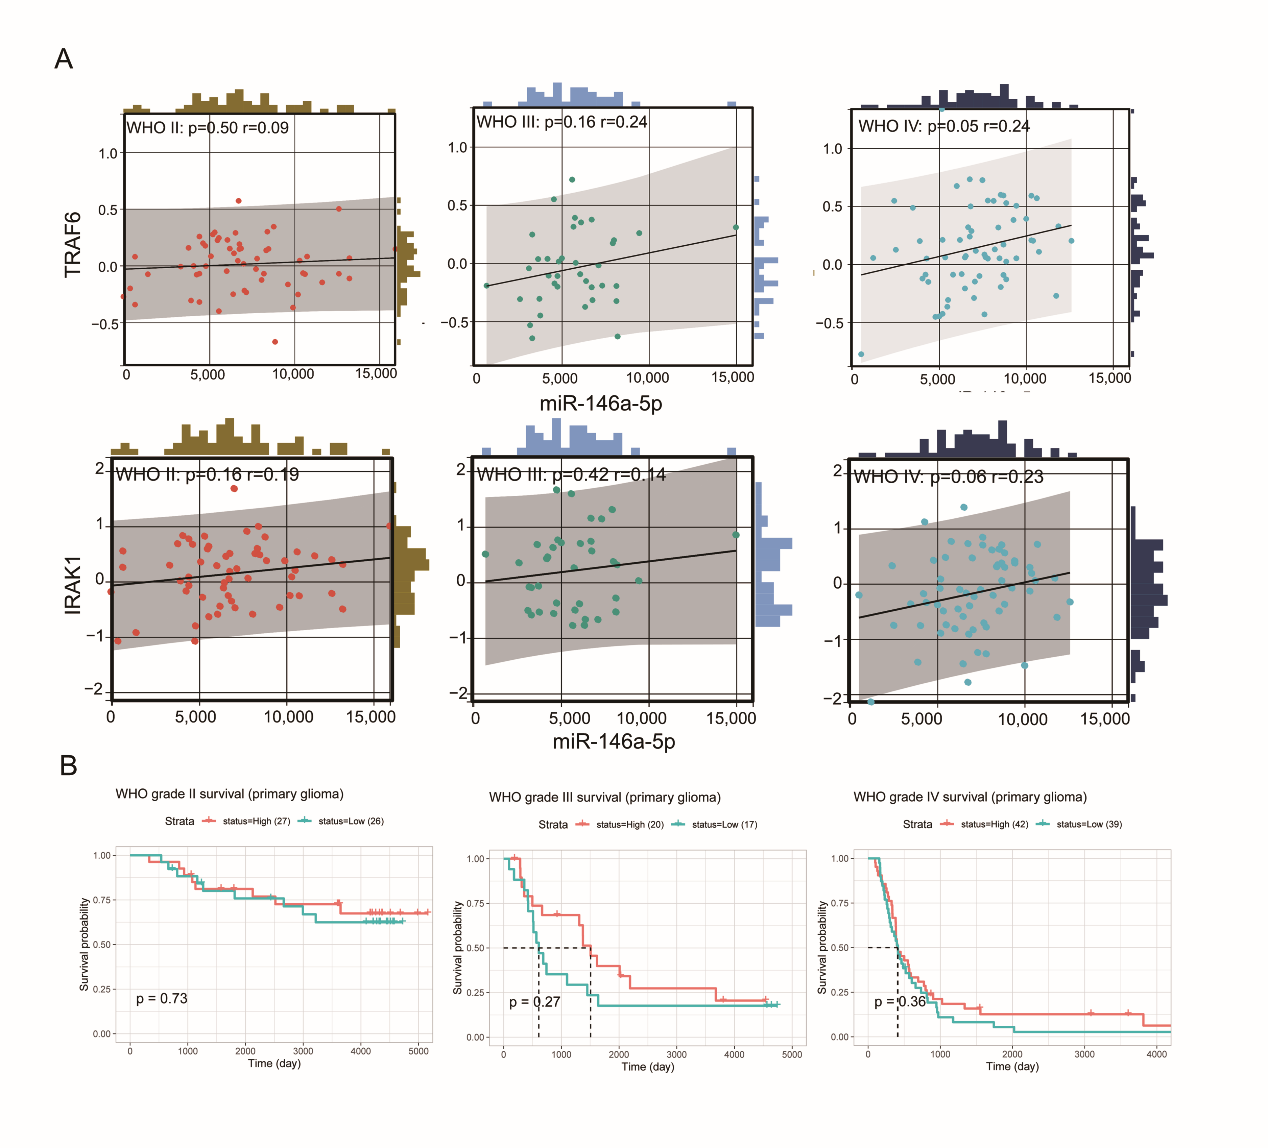

**Fig. S3** | The correlations between miR-146a-5p vs. TRAF6 or vs. IRAK1 and the survival time of patients with different miR-146a-5p levels were analyzed in the CGGA databases. **(A)** The expressions of miR-146a-5p in different WHO grade glioma patients were not significantly correlated to the expression of TRAF6 and IRAK1. **(B)** The overall survival times of different WHO grade glioma patients were not significantly influenced by the expression levels of miR-146a-5p.

Fig. S4

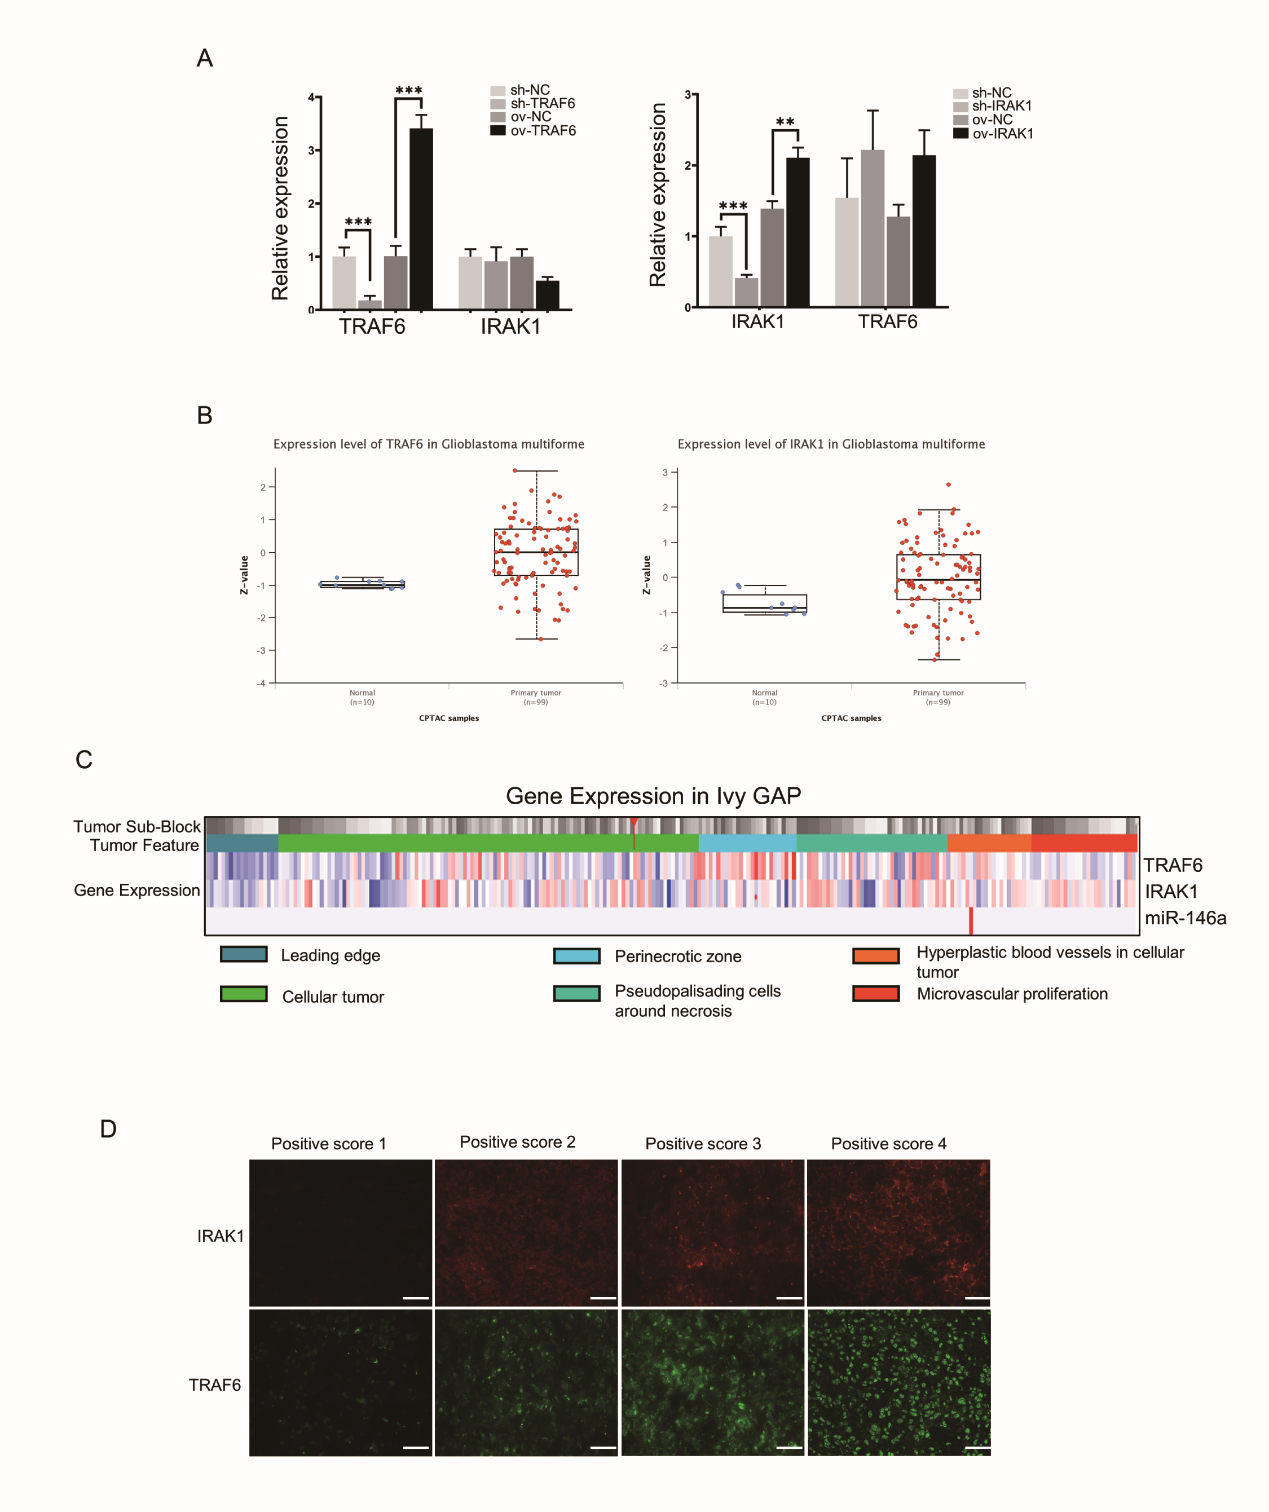

**Fig. S4** | Complicated interactions existed between TRAF6 and IRAK1. **(A)** The mRNA expressions of TRAF6 and IRAK1 in cells with these two gene knockdown or overexpression were evaluated by RT-PCR. When TRAF6 was knocked down or overexpressed, the mRNA expressions of IRAK1 were not influenced. When IRAK1 was knocked down or overexpressed, the mRNA expressions of TRAF6 were not influenced either. ***p <* 0.01, ****p<* 0.001. **(B)** The expressions of TRAF6 and IRAK1 in GBM patients at protein levels were analyzed in the CPTAC databases. The expressions of TRAF6 and IRAK1 in GBM patients (*n = 99*) at protein levels were significantly higher than in normal people (*n = 10*). **(C)** The expressions of TRAF6, IRAK1, and miR-146a in GBM patients at transcriptional levels were analyzed in the Ivy GAP databases. The heatmap showed the expressions of TRAF6 and IRAK1 had distinct spatial characteristics. **(D)** TRAF6 and IRAK1-stained LGG and GBM samples were stratified into positive scores 1 to 4 according to the fluorescence intensities and positive cell numbers.

Fig. S5

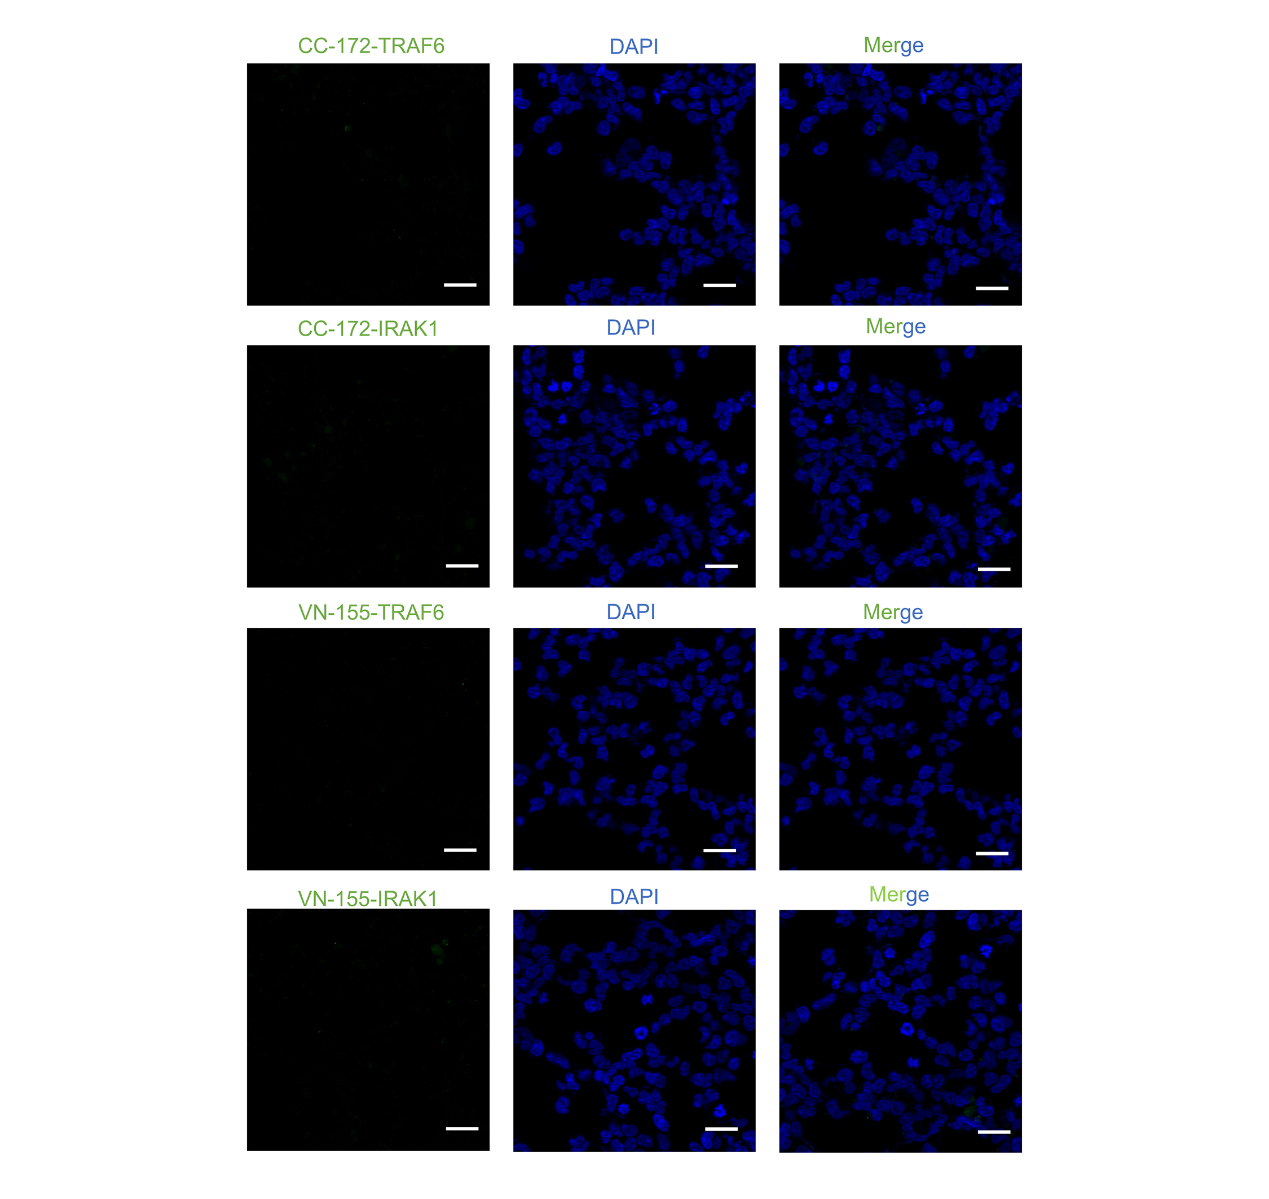

**Fig. S5** | Negative control groups of BiFC assays could not produce green fluorescence. When pBiFC-VN173-TRAF6, pBiFC-VN173-IRAK1, pBiFC-CC155-TRAF6, and pBiFC-CC155-IRAK1 were transfected alone, a fluorescence signal was rarely observed, and the intensity of this fluorescence signal was significantly lower than that in any cotransfected group.

Fig. S6

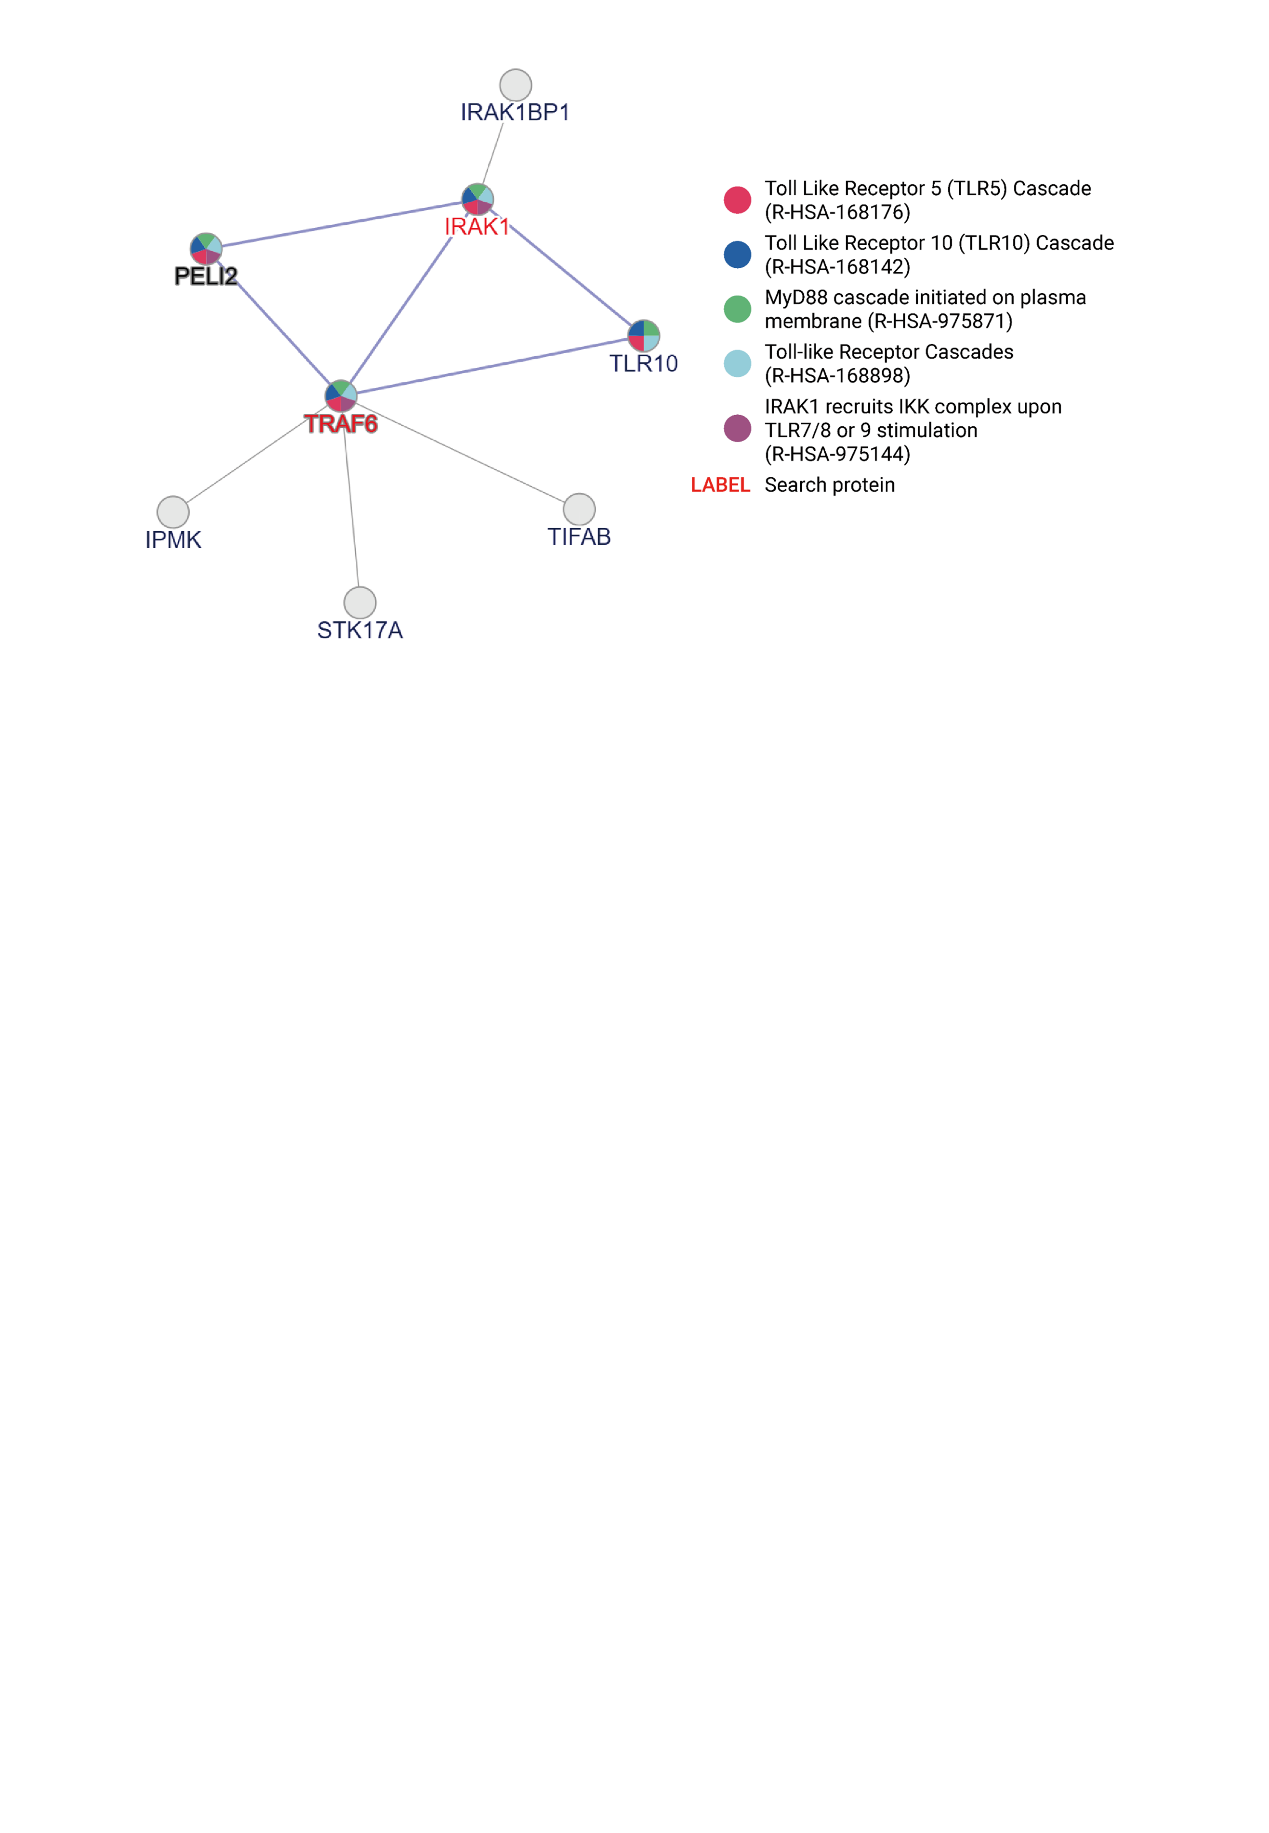

**Fig. S6** | TRAF6 and IRAK1 were tightly related to IKK-dependent NF-κB signaling pathway. To explore the downstream signaling pathway, inBio Discover was used to detected the proteins and signaling pathways associated with TRAF6 and IRAK1.There were 5 signaling pathway were listed and four of them were upstream of TRAF6 and IRAK1. Therefore, IRAK1 recruits IKK complex upon TLR7/8 or 9 stimulation was selected for subsequent verification.

How the deposited data were processed for this re-analysis (not part of the article)

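The data are small RNA libraries of EVs from THP-1 cells polarized to M1-like GAMs (3 libraries) or M2-like GAMs (3 libraries). Groups and replicate numbers were taken from the sample labels and the paper. For each library, the authors deposited a table of read counts per mature miRNA, known and predicted, without normalization. The same tables hold an expression value in RPM, which the authors had normalized to one total per library before they deposited it. These totals were recovered as the median of count divided by RPM over miRNAs with more than 5000 counts, and the deposited RPM values differed from the count per recovered total by at most 0.000536. The aligner, the counting tool, the genome build, the miRNA annotation release, any read filter and the use of strand are not named in the paper's text, so miRNAs that overlap another listed miRNA in antisense or differ from it by few bases are uncertain.

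The depth was between 1081676 and 1129348 counts on miRNAs in M1-EVs and between 520399 and 587535 in M2-EVs. A count of 0 was taken to allow up to 3 counts, and a fold change against a group at or under this limit is given as a lower bound. Such limits cover counting error only. Replicates of a group were compared by a chi-square of their counts.

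The counts were analysed in R 4.3.3 with edgeR 4.0.16. Library sizes were the sums of miRNA counts with TMM factors, and miRNAs were kept by filterByExpr with its defaults (a count minimum of 10), which left 309, of which 39 were predicted. M2-EVs were compared with M1-EVs by the quasi-likelihood test with the group as the only factor and Benjamini-Hochberg adjustment. Standard errors are the log2 fold change divided by the square root of the F statistic. Single values were compared by exact two-sided permutation tests, whose smallest p is 0.1 for 3 libraries against 3. The miRNAs named in the text were chosen by a rule: miR-146a-5p, its other arm and its paralog miR-146b-5p; miR-21-5p, miR-92a-3p and miR-15a-5p, which the paper's discussion names; the 5 largest rises and 5 largest falls past the threshold among miRNAs with a mean of at least 10 CPM and no overlap between the groups; the 10 most abundant miRNAs; and the members of 3 lists. The lists were a serum list of 7 miRNAs abundant in fetal bovine serum, a tissue list of 12 miRNAs restricted to tissues other than blood and a myeloid list of 10 miRNAs abundant in monocytes and macrophages. They were written with Supplementary Table S1 in view but without the count tables. MiRNAs named outside the rule are members of antisense pairs and those past the threshold that Supplementary Table S1 does not list, apart from miR-221-3p and miR-222-3p, and they were chosen after their values were seen. The lists were tested with camera in limma 3.58.1 (preset correlation 0.01) on log2 CPM with a prior count of 2, and with fry.

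The alternatives were no normalization factors, the library totals behind the authors' RPM values, DESeq2 1.42.0 with its own size factors, no filter on low counts, at least 10 counts in every library, known miRNAs only, the replicate number as a block, other thresholds, each library left out in turn, and the MARS model of DEGseq. DEGseq itself was not run, and its MARS model was computed from its published formula on counts pooled per group, without a spread between replicates. Its sampling variance follows from the totals alone. Offsets for GC content (loess span 0.75) and summed counts of antisense pairs (31 pairs that overlap by at least 17 bases) were added after the data had been seen. A correlation estimated from the data in place of camera's preset one was added as well.

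The edgeR, DESeq2 and MARS tests were checked on simulated counts drawn from the means and library sizes of these miRNAs, with 200 miRNAs changed 4-fold. Each case was drawn once, with the same spread between replicates for every miRNA (edgeR's common dispersion, 0.390). Abundant miRNAs such as miR-146a-5p varied less than that here, so the numbers recovered and called may not hold for them. EdgeR recovered 35 of the 80 changed miRNAs that passed its filter and called 0 of 222 unchanged ones. DESeq2 recovered 46 of 196 and called 3 of 602 unchanged ones, and the MARS model recovered 111 of 196 and called 98 of 602. With nothing changed, edgeR called 0 of 304 miRNAs, DESeq2 0 of 787 and the MARS model 132 of 787.

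The tables carry no coordinates. Mature sequences were matched to miRNA genes of GENCODE release 29 (GRCh38), which held 676 of the 686 known miRNAs with a sequence, and every coordinate comes from this match. Predicted sequences were also matched to other annotated noncoding RNAs. For comparison at equal depth, counts were drawn 100 times to 520399 per library. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. RT-PCR, luciferase, Western blotting, cell assays, animal experiments and patient databases were not analysed here.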

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

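Both tests in this part, of the scaling and of the match to RNY4, were chosen only after the results were seen.

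Of the 27 miRNAs past the threshold, 6 are not in Supplementary Table S1, and the paper does not report on them. These were miR-222-3p, miR-3613-5p, the predicted miRNA miR264-3p, miR-221-3p, miR-92b-3p and miR-143-3p. All 6 were higher in M2-EVs, with no overlap between the 3 M1-EV and 3 M2-EV libraries, log2 fold changes from 1.06 to 1.60 and adjusted p from 0.0127 to 0.0453 in edgeR. Each passed the threshold in 1 or 2 of the 6 fits that left out one library. The scaling was tested as a technical explanation. With the library totals behind the authors' RPM values, 0 of the 6 passed the threshold, 5 had an unadjusted p under 0.05 in edgeR, and the log2 fold changes were between 0.42 and 0.96. This outcome follows in large part from how the 6 were chosen, because Supplementary Table S1 lists fold changes on those same totals, the smallest with an absolute log2 value of 1.01. The effect of the scaling and a difference beyond it cannot be told apart for these 6. Whether the miRNA counts or the library totals reflect the amount of each miRNA per EV was not tested. A biological difference between M1-like and M2-like GAMs stays open and untested.

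The predicted miRNA miR264-3p stood out because it is abundant, ranking 13 by mean CPM, and the paper does not discuss it. Its sequence is GGCUGGUCCGAUGGUAGU. Its level was 19551 ± 3568 CPM (SD, n = 3) in M1-EVs and 42622 ± 7217 CPM (SD, n = 3) in M2-EVs, a log2 fold change of 1.12 (standard error 0.209, adjusted p = 0.0139 in edgeR). The sequence starts at position 1 of the Y RNA RNY4, a noncoding RNA of 96 bases on GRCh38 chromosome 7 from 148963315 to 148963410. It may therefore be a fragment of the Y RNA RNY4 counted as a miRNA, although the match also fits other annotated Y RNA copies and says nothing about why the level differs. With the authors' library totals the log2 fold change was 0.49 (adjusted p = 0.0764 in edgeR), and over the 6 fits that left out one library it passed the threshold in 1. More RNY4 fragments in the EVs of M2-like GAMs, as a biological explanation, was not tested.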

How the results depend on the processing

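The alternatives named here were fixed before the data were examined, except the GC offsets, the antisense pairs summed and the estimated correlation, which were chosen after seeing the data. MiR-146a-5p was lower in M2-EVs and past the threshold under every setting run, with a log2 fold change between -2.72 (MARS model, implied totals) and -1.94 (GC offsets). Its range was -2.24 to -1.99 over the 6 fits that each left out one library. The M2-EV share of reads on miRNAs, 62.4% of the M1-EV share, was 60.9% for known miRNAs only and lay between 60.4% and 64.8% with each library left out.

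The number of miRNAs past the threshold varied most. Against 27 (17 higher, 10 lower, 21 of them in Supplementary Table S1), the authors' library totals gave 63 (6 higher, 57 lower, 63 in the table), of which 16 are among the 27. The share of calls higher in M2-EVs fell from 63.0% to 9.52%. DESeq2 gave 48 (26 higher, 22 lower, 39 in the table) and held all 27. No count filter gave 42 (18 lower, 34 in the table) and at least 10 counts in every library gave 39 (27 higher). The MARS model gave 312 (174 higher, 138 lower, 188 in the table) with the sums of miRNA counts and 369 (100 higher, 269 lower, 236 in the table) with the authors' totals. At an adjusted p under 0.001 in edgeR, 1 miRNA remained, miR-146a-5p (0 higher, 1 lower, 1 in the table), while 81 had an unadjusted p under 0.05. GC offsets gave 21 (11 higher, or 52.4%), and antisense pairs summed gave 38 (20 lower, 32 in the table, 47.4% higher). Without normalization factors there were 24, with known miRNAs only 25 and without the limit on the fold change 30. The authors' library totals shift fold changes downwards by construction, with a median log2 fold change of -0.70 in place of -0.07, so the turn to lower calls follows from that scaling. For the MARS model the test left the cause open, and for the other settings of this paragraph the cause was not tested.

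Leaving out one library gave from 2 to 31 calls, from 1 to 15 higher, from 1 to 16 lower and from 2 to 25 in Supplementary Table S1. The fewest, 2, came without M1-EVs replicate 3 and the most, 31, without M2-EVs replicate 3. These fits have fewer samples. Without M2-EVs replicate 3 there were still more calls than with all 6 libraries, and this library lies apart from the others on the first principal component (42.2% of the variance).

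With the replicate number as a block, 19 miRNAs were past the threshold (11 higher, 8 lower), 17 of them among the 27, and miR-146a-5p had a log2 fold change of -2.08 with an adjusted p of 0.000983 in edgeR. The numbers do not pair the samples, since the deviations of same-numbered libraries from their group means correlated at 0.07, 0.03 and -0.07 for replicates 1 to 3, and no paper or label text ties them to a shared batch.

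The serum list, with a mean log2 difference of 0.66 from the other miRNAs that did not pass an adjusted p of 0.05 with camera, passed it under fry (0.66), with no count filter (0.71) and with antisense pairs summed (1.44). The myeloid list turned from -0.01 to 0.0429 with no count filter, with adjusted p of 0.733 and 0.992 in limma's camera, and was between -0.12 and -0.02 with each library left out. The cause was not tested.

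Reversed directions were confined, among the miRNAs named by the rule, to small changes that passed no threshold in edgeR. With the authors' library totals in edgeR and in the MARS model, let-7a-5p changed from 0.22 to -0.41 and -0.43, let-7b-5p from 0.61 to -0.0225 and -0.0288, miR-1246 from 0.48 to -0.18 and -0.21, miR-27a-3p from 0.27 to -0.37 and -0.35 and miR-23a-3p from 0.39 to -0.24 and -0.23. MiR-191-5p, at -0.01, was 0.0266 without normalization factors, 0.0142 with no count filter, 0.0333 with at least 10 counts in every library, 0.0297 in the MARS model with sums of miRNA counts and between -0.18 and 0.10 with each library left out. Let-7f-5p changed from -0.21 to 0.10 with GC offsets. MiR-1-3p changed from -0.35 to 0.21 without M2-EVs replicate 3, in which it had 1 read, and was between -0.85 and 0.21 with each library left out. For miR-191-5p, let-7f-5p and miR-1-3p the cause was not tested. Over all fits of miRNAs named by the rule other than miR-146a-5p, 535 kept their direction and side of the threshold, 64 lost it, 37 gained it and 18 reversed. The depth limits the rare miRNAs: 109 miRNAs of Supplementary Table S1 had too few reads to be tested.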

Differences from the paper's values

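The paper gives 237 miRNAs with marked differences, against 27 past the threshold here. Of the alternatives set before the data were examined, the MARS model with the sums of miRNA counts came within 1.5 times, with 312, and no other did. In Supplementary Table S1 the paper lists 87 higher and 150 lower miRNAs, against 17 and 10 here. The MARS model with the authors' library totals gave 100 higher ones and that with the sums of miRNA counts 138 lower ones, and none of the other alternatives set before the data were examined closed these gaps. With the authors' library totals, the MARS model called 236 of the paper's 237 miRNAs, and with the sums of miRNA counts 188. The largest P that Supplementary Table S1 lists, from the paper's own test, is 0.000431. The calls here were made at an adjusted p below 0.05. The cutoffs may therefore differ, and a match in number does not tell which totals the paper's test used. The listed fold changes do point to the authors' library totals. Of 167 listed miRNAs with counts in both groups, 151 had a log2 value within 0.01 of that from the mean RPM values.

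For miR-146a-5p the paper's log2 fold change in Supplementary Table S1 is -2.71, against -2.08 here. The library totals behind the authors' RPM values gave -2.71 in edgeR and -2.72 in the MARS model, and no other alternative set before the data were examined closed the gap. The paper's plotted log2 fold change is about -2.1 in Fig. 3B, read by eye, which differs from the paper's table by more than from the value here, and DESeq2 gave -2.11. Of 25 miRNAs compared in this way, 21 differed from the paper by more than the standard error, none in sign, and the value here was higher than the paper's by between 0.59 and 0.68 on the log2 scale, with a median of 0.64. With the authors' library totals, 0 of the 25 differed.

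The log2 fold changes that differ are as follows, with the paper's value first. They were -1.95 and -1.31 for miR-146b-5p, -1.07 and -0.43 for miR-21-5p, -1.06 and -0.44 for miR-15a-5p, and 2.27 and 2.88 for miR-122-5p. They were 1.95 and 2.61 for let-7d-3p, 1.90 and 2.53 for miR-149-5p, -3.19 and -2.56 for miR-454-3p, -2.46 and -1.82 for miR-664a-3p, and -2.16 and -1.51 for miR-26b-5p. The pairs were -1.42 and -0.78 for let-7g-5p, -1.09 and -0.46 for miR-26a-5p, -1.15 and -0.51 for let-7i-5p, 1.75 and 2.38 for miR-451a, and -1.13 and -0.49 for miR-124-3p. For miR-9-5p, miR-223-3p, miR-142-3p and miR-142-5p the paper's values are -2.11, -1.09, -1.66 and -1.71, against -1.46, -0.46, -0.98 and -1.04 here. For miR-155-5p and miR-24-3p the paper's values are -1.73 and -1.27, against -1.09 and -0.60 here.

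For each of these, the authors' library totals and the MARS model with those totals closed the gap. Other alternatives set before the data were examined closed it for some. Without M1-EVs replicate 1 this was so for miR-122-5p (2.50), without M1-EVs replicate 2 for let-7d-3p (2.24) and miR-9-5p (-1.65), and without M1-EVs replicate 3 for miR-454-3p (-2.84), miR-451a (2.19) and miR-142-3p (-1.33). Without M2-EVs replicate 1 it was so for miR-15a-5p (-0.87), miR-454-3p (-3.33), miR-124-3p (-0.90), miR-9-5p (-1.61) and miR-142-3p (-1.13). Without M2-EVs replicate 2 it was so for miR-122-5p (2.72), miR-9-5p (-1.93) and miR-142-3p (-1.41), and without M2-EVs replicate 3 for let-7d-3p (2.10) and miR-451a (1.92). The replicate number as a block closed it for miR-9-5p (-1.65). The remaining alternatives closed none.

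The negative log10 of the adjusted p of miR-146a-5p is about 14 in Fig. 3B, read by eye, against 3.27 here. DESeq2, with 14.3, and edgeR without a count filter, with 16.9, closed this gap, and none of the other edgeR settings set before the data were examined did. The adjusted p of the MARS model was too small to be computed and was not compared.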

Other observations

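Of the tests in this part, those of other splits of the libraries, of depth and GC content for miR-146a-5p, of the 10 most abundant miRNAs and of the 14q32 region were chosen without sight of their outcome, and the others were chosen only after the result was seen.

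The 6 libraries can be split into groups of 3 in 10 ways. Only the split into M1-EVs and M2-EVs, 1 of the 10, gave as many as 27 miRNAs past the threshold. The others gave 0, with at most 10 miRNAs at an unadjusted p under 0.05, against 81. A share under 0.1 cannot be reached with 3 libraries against 3, so this count alone decides nothing.

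Several technical explanations were tested for the lower level of miR-146a-5p in M2-EVs. The smaller share of reads on miRNAs in M2-EVs does not account for it, since scaling to the miRNA counts alone left a log2 fold change of -2.08 where the median of all miRNAs tested was -0.07. The depth was tested by drawing the M1-EV libraries down to 551775 counts. MiR-146a-5p was past the threshold in 20 of 20 draws, with log2 fold changes between -2.06 and -2.00. Such draws keep the share of each miRNA, and miR-146a-5p had many reads, so this outcome was largely fixed in advance. Reads shared with miR-146b-5p would raise one where the other falls, but both fell and their sum had a log2 fold change of -2.03. With GC offsets it was -1.94. Apart from the draws for depth, these tests argue against each explanation as the whole cause. A difference between M1-like and M2-like GAMs is a hypothesis left open by them, found and tested on the same data.

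Fewer miRNAs were detected in M2-EVs, and the miRNA share of the library totals was smaller. Lower depth does not account for the first, since at equal depth the highest M2-EV library had 437 miRNAs and the lowest M1-EV library 480. Without the 10 most abundant miRNAs, the numbers were 427 and 466. Nor do a few abundant miRNAs account for the smaller share, as without the 10 most abundant the M2-EV share was 60.6% of the M1-EV share. More fragments of other small RNAs in M2-EVs may take up the difference. The predicted miRNAs that lie in Y RNAs rose by 490 RPM, where all miRNAs together lost 23749 RPM, but they are only part of the other RNAs. What the remaining reads were cannot be told apart from these tables, which list miRNAs alone.

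MiR-122-5p, a miRNA of liver and serum, was among the largest rises in M2-EVs. RNA from culture serum is a candidate explanation, although the paper's methods state that EVs came from FBS-free medium. The serum list had a mean log2 difference of 0.66 from the other miRNAs and an adjusted p of 0.179 in limma's camera, with 4 of 6 members tested higher in M2-EVs. The adjusted p was 0.00198 with fry, 0.374 with an estimated correlation, 0.0303 with no count filter and 0.0140 with antisense pairs summed, and lay between 0.00198 and 0.374 over all alternatives. MiR-423-5p, a member that trades reads with an antisense miRNA, had a log2 fold change of -4.60, and miR-451a one of 2.38. Serum in the cultures and a change of the cells cannot be told apart, because the list is short and its test changes with the method. MiR-122-5p is in the tissue list as well. The tissue list, with 6 of 12 members tested, had a mean difference of 0.43 (adjusted p = 0.517 in limma's camera), and the myeloid list, with 10 of 10, of -0.01 (adjusted p = 0.733). For these lists fry was run on the main fit only, and there no list passed an adjusted p of 0.05 under both camera and fry. Camera compares a list with the other miRNAs, while fry asks whether its members differ between the groups, so the 2 need not match. Of the 21 members tested over the 3 lists, 5 had an adjusted p under 0.05 in edgeR over all miRNAs tested and 7 adjusted over the list alone. All 3 lists were written with Supplementary Table S1 in view.

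MiR-411-5p and miR-127-3p, among the largest rises, are both encoded at 14q32. A rise of the whole cluster may lie behind them. Of the 28 miRNAs of this region in the tables, only these passed the filter on low counts, so the test fixed for the other 26 could not be run and was replaced, once this was seen, by one without the filter. It gave a Benjamini-Hochberg adjusted p of 0.0910 in limma's camera (mean log2 difference 0.46, 15 of 26 higher) and 0.295 in fry. The summed CPM of the 26 was 38.0, 18.7 and 26.2 in M1-EVs and 85.3, 58.7 and 118 in M2-EVs, from 21 to 71 reads per library. A rise of the cluster and single changes cannot be told apart at this depth. Without M2-EVs replicate 3 the log2 fold change of miR-127-3p was 1.56 in place of 2.60.

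DEGseq's MARS model called far more miRNAs than edgeR. The same model called between 154 and 232 miRNAs between libraries of one group, over 6 pairs of libraries, where no condition differs. Replicates differ by more than counting error, the only error this model holds, so many such calls had to result. How many of its calls between M2-EVs and M1-EVs come from the spread between replicates and how many from the groups cannot be told apart by this test.

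Some miRNAs that overlap in antisense traded reads between libraries. MiR-423-5p had 825, 12 and 758 reads in M1-EVs while miR-3184-3p had 0, 916 and 7, and their sums were 825, 928 and 765. Of 5 such pairs with at least 100 reads in each member, the sum varied less than either member in 4. Reads assigned without regard to strand may cause this, but 145 of 1000 random sets of pairs gave as many, and the minimum of 100 was chosen after the pairs were seen. The question stays open, and the levels of these miRNAs are uncertain.

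The paper's discussion names miR-21, miR-92a and miR-15a from other work. In these libraries, miR-21-5p had a log2 fold change of -0.43 (adjusted p = 0.201 in edgeR), miR-92a-3p of 0.84 (adjusted p = 0.0150, under the limit on the fold change) and miR-15a-5p of -0.44 (adjusted p = 0.478). With the authors' library totals these were -1.07, 0.20 and -1.06, and miR-21-5p was then past the threshold.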
